# Comparing the intestinal transcriptome of Meishan and Large White piglets during late fetal development reveals genes involved in glucose and lipid metabolism and immunity as valuable clues of intestinal maturity

**DOI:** 10.1186/s12864-017-4001-2

**Published:** 2017-08-22

**Authors:** Ying Yao, Valentin Voillet, Maeva Jegou, Magali SanCristobal, Samir Dou, Véronique Romé, Yannick Lippi, Yvon Billon, Marie-Christine Père, Gaëlle Boudry, Laure Gress, Nathalie Iannucelli, Pierre Mormède, Hélène Quesnel, Laurianne Canario, Laurence Liaubet, Isabelle Le Huërou-Luron

**Keywords:** Maturity, Intestine, Lipid and glucose metabolism, Inflammation, Microarray, Pig

## Abstract

**Background:**

Maturity of intestinal functions is critical for neonatal health and survival, but comprehensive description of mechanisms underlying intestinal maturation that occur during late gestation still remain poorly characterized. The aim of this study was to investigate biological processes specifically involved in intestinal maturation by comparing fetal jejunal transcriptomes of two representative porcine breeds (Large White, LW; Meishan, MS) with contrasting neonatal vitality and maturity, at two key time points during late gestation (gestational days 90 and 110). MS and LW sows inseminated with mixed semen (from breed LW and MS) gave birth to both purebred and crossbred fetuses. We hypothesized that part of the differences in neonatal maturity between the two breeds results from distinct developmental profiles of the fetal intestine during late gestation. Reciprocal crossed fetuses were used to analyze the effect of parental genome. Transcriptomic data and 23 phenotypic variables known to be associated with maturity trait were integrated using multivariate analysis with expectation of identifying relevant genes-phenotypic variable relationships involved in intestinal maturation.

**Results:**

A moderate maternal genotype effect, but no paternal genotype effect, was observed on offspring intestinal maturation. Four hundred and four differentially expressed probes, corresponding to 274 differentially expressed genes (DEGs), more specifically involved in the maturation process were further studied. In day 110-MS fetuses, Ingenuity® functional enrichment analysis revealed that 46% of DEGs were involved in glucose and lipid metabolism, cell proliferation, vasculogenesis and hormone synthesis compared to day 90-MS fetuses. Expression of genes involved in immune pathways including phagocytosis, inflammation and defense processes was changed in day 110-LW compared to day 90-LW fetuses (corresponding to 13% of DEGs). The transcriptional regulator *PPARGC1A* was predicted to be an important regulator of differentially expressed genes in MS. Fetal blood fructose level, intestinal lactase activity and villous height were the best predicted phenotypic variables with probes mostly involved in lipid metabolism, carbohydrate metabolism and cellular movement biological pathways.

**Conclusions:**

Collectively, our findings indicate that the neonatal maturity of pig intestine may rely on functional development of glucose and lipid metabolisms, immune phagocyte differentiation and inflammatory pathways. This process may partially be governed by *PPARGC1A*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4001-2) contains supplementary material, which is available to authorized users.

## Background

Mortality rate of young children is the best indicator of child health [1]. Despite a sharp reduction in the last 15 years, the total under-5 years mortality rate in the world was still as high as 5.9% of all viable fetuses in 2015 [1]. A recent analysis pointed out that late gestation to postnatal day 27 is the most at risk period compared to other age ranges considering its greatest relative probability of infant dying and its slowest decline from 2000 to 2015 [1]. Studying prematurity is a way to understand the important factors involved in survival. Preterm birth complications are the main causes for stillbirth and neonatal infant death, followed by inflammation, diarrhea, severe infections, and asphyxia [2]. Altered carbohydrate and lipid metabolisms were observed in preterm neonates [3, 4]. Moreover, increasing evidences suggest that impaired infection control could be attributed to underdeveloped immune system in preterm newborns [5–7]. Therefore delayed physiological maturity at birth compromises adaptation to extrauterine life, and accordingly impairs perinatal survival and child health.

The intestine, as the major organ for nutrient absorption and the largest immune organ, fulfills its maturation until 28–112 days of age in neonates [8]. The frequency and severity of necrotizing enterocolitis (NEC), the most common and deadly intestinal disease in neonatal intensive care units, increase with the degree of prematurity [9]. Though still poorly understood, existing data suggest that immaturity of the intestinal innate immune system associated with improper microbiota colonization is predisposing risk factor for NEC [10, 11]. Moreover, the intrauterine growth restriction (IUGR) that modifies the developmental pattern of the intestine is associated with increased neonatal morbidity and mortality, and worsens the risk of enteral feeding-induced NEC in preterm babies [12–14].

Fetal development of the intestine can be divided into three successful phases: cell proliferation and morphogenesis, cell differentiation and functional development [15]. The first two well-described phases that end at around 22 weeks of gestation in humans, result in a fetal intestine with a morphology close to that of the adult and with some functional capacities, related to the expression of digestive enzymes and nutrient transporters [16]. Functional acquisition of the mucosal immune system appears during mid-late gestation, mostly explaining the high infection risk in premature infants [17]. Insufficient vascularization and motility play some intermediary roles in NEC-associated pathologies in preterm infants, such as ischemia and pneumatosis [10, 18]. Moreover, no aboral transport of luminal content occurs in the intestinal tract of fetuses younger than 30 weeks of gestation while mature motor patterns are well established in term newborns [16]. A broad range of prenatal changes such as modification of endocrine secretion and intestinal functional capacities was reported to occur from day 90 of gestation up to term in pigs [19, 20]. Multiple time points during this late fetal stage were used to investigate the developmental pattern of intestinal functions in fetuses [14, 19], but these studies did not care about intestinal maturity. Thus, a more in-depth deciphering of the late developmental pattern of intestinal functions in individuals with different mortality rate at birth is a meaningful strategy to identify candidate biological pathways and regulators of intestinal maturity and may provide clues for perinatal survival and adequate adaptation to enteral feeding.

Because of the difficulty of getting human intestinal samples during late fetal development, an alternative to currently used intestinal cell lines and organ cultures is to take the opportunity offered by animal models such as the pig that share similar physiologic and clinical features with humans. The pig is increasingly used as a hypersensitive model for pediatric gastroenterology [8, 21, 22]. The Large White (LW) breed, genetically-selected for lean growth and prolificacy, displays a high rate of mortality at birth due to a lower physiological maturity of newborn piglets, whereas the Chinese Meishan (MS) breed produces piglets with extremely low mortality rate although lighter birth weight [23, 24]. We hypothesized that distinct developmental profiles of the fetal intestine during late gestation could contribute to the differences in neonatal maturity between the two breeds. Through transcriptomic analysis, our aim was to comprehensively clarify intestinal maturation with the expectation of finding relevant biological processes and regulators by using these two porcine breeds, divergent in neonatal morbidity and mortality, at two ages during the late fetal developmental stage. MS and LW sows were inseminated with mixed semen (from breed LW and MS). Thereby, each litter was composed of both purebred (LW or MS) and crossbred fetuses (LWMS from MS sows and MSLW from LW sows). This reciprocal design was used to investigate the possible impact of parental genomes on intestinal maturation. Finally transcriptomic data and 23 phenotypic variables (blood parameters, indicators of intestinal morphometry and digestive enzyme activities) already known to be associated with maturity trait were integrated using multivariate analysis in order to identify relevant sets of genes that correlate with changes in phenotypic variables.

## Methods

### Experiment design and animal sampling

The experimental design was previously described [25]. Briefly, nine MS and nine LW sows were inseminated with mixed semen (LW and MS) to get litters composed of both purebred (LW or MS) and crossbred fetuses (LWMS from MS sows and MSLW from LW sows). MS and LW breeds were chosen as two extreme breeds for piglet mortality at birth, a better survival rate being observed in MS piglets although they are lighter at birth. In addition, tissue developmental process was taken into account by sampling fetuses in two late fetal periods, at 90 and 110 days of gestation (duration of gestation is 114 days in swine). Therefore to determine changes in intestinal morphometry, enzyme activity and gene expression and in blood parameters during maturation, jejunum and umbilical cord blood were sampled from 63 porcine fetuses in eight different conditions: two gestational ages (day 90 and day 110) associated with four genotypes. All fetuses used in this study are from the experiment previously described by Voillet et al. [25] and were obtained by caesarean delivery. After laparotomy of the sow, piglets were individually exposed and blood was sampled separately from the umbilical artery and vein and plasma stored at −20 °C. After section of the umbilical cord, the fetus was euthanized with an intracardiac injection of 3 M potassium chloride and a middle segment of jejunum was sampled and placed into RNAlater (Applied Biosystems) at 4 °C for 24 h and then maintained at −20 °C until RNA extraction. For morphometry, a 1-cm adjacent jejunum sample was collected, rinsed with cold phosphate buffered saline and fixed in 4% paraformaldehyde for 24 h until serial dehydration in ethanol and embedding in paraffin. Finally, mucosa was scraped from an adjacent 50-cm segment, frozen in liquid nitrogen and stored at −80 °C until enzyme activity analysis. Three to five fetuses per litter were collected and weighted and their gender recorded. They were selected taking into account their body weight that was the closest to the mean body weight of each litter. These fetuses were genotyped with eight microsatellite markers, to discriminate the crossed breeds from the pure breeds. Thereby 80 male fetuses (10 fetuses per group) were selected. Finally 63 fetuses were analyzed for microarray experiment according to RNA quality. Blood parameters, intestinal morphometry and enzymes were also analyzed on these 63 fetuses.

### Analysis of blood parameters

Blood parameters were analyzed using standard methods listed in Additional file 1: Table S1. Glucose, fructose, lactate, albumin, cortisol, noradrenaline, adrenaline, dopamine, free and total thyroxine (T4), free and total triiodothyronine (T3), insulin like growth factor 1 (IGF1) were chosen as indicators of carbohydrate and protein metabolisms and hormonal regulation that are reported to be modified during the late gestational period and to differ according to genotypes [26, 27].

### Intestinal morphometry and enzyme activity analysis

Villous and crypt sizes were determined on haematoxylin-eosin-stained jejunum sections. A minimum of 15 well-oriented villus and 10 well-oriented crypts were measured under a light microscope (Nikon Eclipse E40, Nikon Instruments, France) using an image analysis software (NIS-Elements AR 3.0, Nikon Instruments). The specific activities of lactase and aminopeptidase N were determined in jejunum mucosa as previously described [28]. The protein concentration was measured according to the method of Lowry [29].

### Intestinal RNA extraction and microarray description

Total RNA was extracted and quantified from individual jejunum samples as previously described [30]. The porcine microarray (8 × 60 K, GPL16524, Agilent Technology) used consisted in 43,603 probes derived from the 44 K Agilent-026440 porcine specific microarray (V2, for 71% of total probes), 3773 probes from immune system, 9532 probes from adipose tissue and 3768 probes from muscle tissue, as already reported [25]. After quality control and quantity normalization steps, fluorescence signal data from 63 microarrays containing 39,446 spots were available for further statistical analysis and log2- transformed. Annotation was based on Voillet et al. (2014) data [25]. Nevertheless, all differentially expressed probes (DEPs) were double-checked and some probes were manually annotated by sequence blasting against NCBI or Ensemble (release 84) databases. Annotation was firstly blasted in NCBI and Ensemble against the *Sus scrofa* genome, and when necessary, successively against human, *Mus musculus* and *Rattus norvegicus* genomes when available. 90.2% of DEPs were annotated, raw data and information are available in NCBI (GEO accession number GSE90980).

### Quantitative Real-time PCR analysis of differentially expressed genes

The mRNA levels of DEGs between groups on microarrays were validated by relative quantitative Real-time PCR (qRT-PCR). Two micrograms of total RNA isolated from jejunum (*n* = 6, isolated for microarray analysis) was reverse transcribed using High capacity cDNA reverse transcription kit (Applied Biosystems). qRT-PCR analysis was performed using Fast SYBR Green technology on StepOnePlus system (Applied Biosystems). The primers were designed using Primer3 (NCBI, Primer-BLAST). When possible, primer pairs are located on exon-exon junction (Additional file 2: Table S2). Two-fold dilution series of cDNA from pooled samples were used to measure the specific amplification efficiency of each primer pair (99–104%). PCR cycle of amplification consisted of denaturation at 95 °C for 3 s and hybridization and extension at 60 °C for 30 s. Quantification cycle values of genes were converted into raw data with the highest expressed sample as a calibrator. The relative expressions of target genes were acquired after normalizing to the highly stable reference genes identified using GeNorm [31]. In this experiment, *PPIA* (peptidylprolyl isomerase A) and *TBP* (TATA box binding protein) were identified as stable reference genes. Pearson’s correlations were calculated between microarray values and qRT-PCR relative expressions.

### Statistical analysis

Analyses were performed using the R software version 3.1.3 [32].

Blood parameters, jejunum morphometry and enzyme activities were analyzed by a two-way analysis of variance (ANOVA) with gestational age (d90 and d110), genotype (LW, MSLW, LWMS and MS) and the interaction between gestational age and genotype as main fixed effects. Normality of data and homogeneity of variance were confirmed by Shapiro and Bartlett tests, respectively; data were Box-Cox transformed when their distribution was not normal. Models and procedures used to analyze transcriptomic data have been described in Voillet et al. [25]. A mixed linear model was applied to microarray data using two fixed effects (gestational age and fetal genotype), their interaction, and the sow as random effect, then compared to a reduced model by F-type test to identify DEPs for gestational age and/or fetal genotype. After correction by False Discovery Rate (FDR), the list of DEPs with a FDR-adjusted *P* value <0.01 was distributed into four sub-models using the Bayesian Information Criterion (BIC). Sub-model 1 combined the two fixed effects and their interaction (complete model); sub-model 2 involved the two fixed effects in an additive manner (additive model); sub-model 3 concerned only the effect of gestational age (gestational age model); and sub-model 4 included only the fetal genotype effect (genotype model). Moreover, to analyze the parental impact, a mixed linear model involving the two parental genotypes (maternal genotype and paternal genotype), the gestational age, and their interactions was applied to microarray data [25].

### Functional enrichment analysis and pathway analysis

Functional enrichment analysis of DEPs in purebred LW and MS was supplied by GeneCoDis 3.0 software [33] focused on Gene ontology (GO) Biological Process (BP), using the *Homo sapiens* genome (Ensembl 65 release) as reference. Functional enrichment analysis was applied on DEPs of the complete model with absolute log2-fold change ≥0.5 (corresponding to an absolute fold change 1.4) between day 90 and day 110. To set the statistical enrichment of a particular biological function, a hypergeometric test was used. All *P-*values were adjusted using the FDR approach (FDR *<* 0.01).

DEPs of the complete model in purebred LW and MS that meet the conditions described above (adjusted *P* value ≤0.01 and absolute log2-fold change ≥0.5) were subjected to Ingenuity® Pathway Analysis [34] (IPA; Ingenuity Systems, Qiagen, USA) for literature-based biological analysis. Standard settings of the *network* toolbox were applied with absolute log2-fold change ≥0.5, adjusted *P*-value ≤0.01 and direct relationships. The *Upstream Regulator Analysis* was performed to identify potential upstream transcriptional regulators and ligand-dependent nuclear receptors of differentially expressed genes. The Fisher’s exact test *P*-value was used to calculate the probability that the observed and predicted regulated gene sets were unlikely to be identified by chance alone. To evaluate the matching between observed and predicted up/down regulation patterns, activation z-scores were also determined.

### Multivariate integration and regression analysis

Multivariate statistics were used to select highly relevant genes that may predict phenotypic variable variation. We assessed the ‘uni-directional’ relationships between microarray dataset and phenotypic variables. The dataset used here including all expressed probes. For this purpose, the probes were considered as predictors of phenotypic variables using the sparse partial least square regression model (sPLS) implemented in mixOmics R package [35]. sPLS regression is related to classical PLS regression but it proceeds with additional variable selection that reduces noisy data and increases the predictive performance of the model, especially when the number of variables is far greater than the number of samples [36]. The number of genes selected in the first four components was tuned by Q2 criterion (> 0.09) to obtain the best predictive performance [37–39]. Mean square error of prediction (MSEP) and R2 were computed to assess the quality of prediction. With this approach, we finally retained the first component (Q2 = 0.21) and all gene-phenotypic variable relationship with an absolute correlation score > 0.75 to build a regression network with sPLS gene-phenotypic variable relationship. In order to provide a more biological integrative view of this model, we proceeded with a functional annotation of sPLS selected-genes using IPA *network* toolbox. Cytoscape (version 3.4.0) was used for network illustration.

## Results

### Intestinal morphometry and enzyme activities

Villous surface and height increased with fetal age (*P* < 0.001) (Fig. 1). Purebred LW fetuses had lower villous surface and height compared to purebred MS at day 90 (*P* < 0.05) and compared to the other three genotypes at day 110 (*P* < 0.05). Irrespective of genotype, fetuses at day 110 had greater crypt surface and crypt depth and lower crypt width (*P* < 0.001), while the effects of genotype and the genotype × gestational age interaction were not significant (Fig. 1). Lactase and aminopeptidase N activity increased with age (*P* < 0.001), but were affected neither by genotype nor by the genotype × gestational age interaction (Fig. 2).

**Fig. 1:**
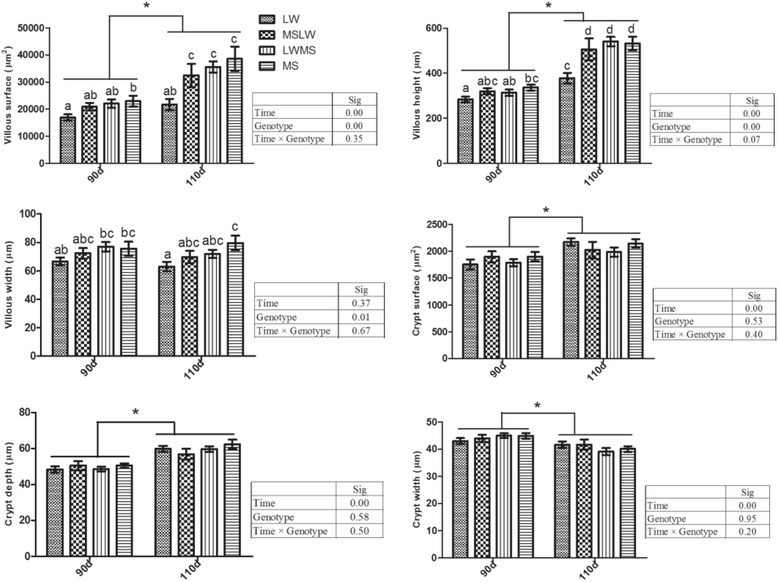
Jejunum morphometry in fetuses with different genotypes (Genotype) at 90 and 110 day of gestation (Time). Data are means ± SEM, *n* = 6–9/group. Means not sharing the same superscript letter differed significantly (*P* ≤ 0.05); * *P* ≤ 0.05 for the effect of gestational age (Time). LW, purebred fetuses from Large White sows; MSLW, crossbred fetuses from Large White sows; LWMS, crossbred fetuses from Meishan sows; MS, purebred fetuses from Meishan sows

**Fig. 2:**
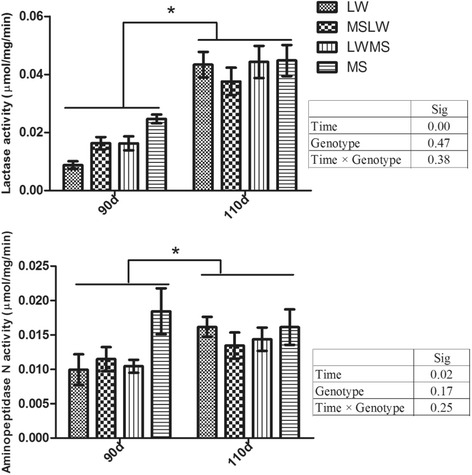
Jejunum lactase and aminopeptidase N activities in fetuses with different genotypes (Genotype) at 90 and 110 day of gestation (Time). Data are means ± SEM, *n* = 6–9/group. * *P* ≤ 0.05 for the effect of gestational age (Time). LW, purebred fetuses from Large White sows; MSLW, crossbred fetuses from Large White sows; LWMS, crossbred fetuses from Meishan sows; MS, purebred fetuses from Meishan sows

### Blood parameters

Fourteen blood metabolites and hormones were analyzed in both umbilical artery and vein. These parameters were chosen as indicators of metabolic changes that occur late in gestation. Similar trends in parameters between artery and vein were found (Additional file 1: Table S1). Briefly, most of the parameters differed with gestational age: albumin (12.4%; 12.8%), cortisol (208.6%; 152.1%), noradrenaline (76.0%; 135.7%), dopamine (89.7%; 98.3%), total T4 (26.9%) and free T4 (10.1%) increased between day 90 and day 110 of gestation while fructose (66.5%; 65.1%), lactate (42.2%; 39.8%) and adrenaline (82.4%; 62.2%) decreased during the same age period, in arterial and venous blood, respectively. Interestingly, blood fructose levels were 2.7–3.9 fold higher than glucose ones in fetuses at 90 days of gestation whereas differences were no more observed at 110 days of age, illustrating possibly crucial role of fructose to stimulate growth of porcine fetus [40, 41]. The effect of genotype was significant for fructose (crossbred fetuses from LW sows, MSLW, had the highest fructose in artery and vein while crossbred fetuses from MS sows, LWMS, had the lowest fructose), albumin (purebred MS fetuses had the highest albumin in artery and vein while purebred LW fetuses had the lowest albumin in artery and vein) and T4 (crossbred fetuses from LW sows, MSLW, had the highest total and free T4 while purebred LW fetuses had the lowest total and free T4). Finally the gestational age × genotype interaction was significant for lactate, albumin and T4.

### Influence of parental genotype on gene expression

Effects of paternal genotype or maternal genotype on intestinal maturation were detected by reciprocal crossing. 

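For the expression data, jejunum RNA from 63 male fetuses was hybridised to a one-colour Agilent porcine oligonucleotide array, with 1 fetus per array, and the arrays were placed on 8 slides. The groups were 9 LW, 6 MS, 9 LWMS (LW sire and MS sow) and 8 MSLW (MS sire and LW sow) fetuses at day 90, and 9 LW, 7 MS, 9 LWMS and 6 MSLW fetuses at day 110. The authors deposited the scanner output of each array, with spot intensities that the Agilent Feature Extraction software had corrected for background, and a matrix of log2 values for 39446 probes. The share of probes well above background was 56.7 to 73.9% (median 69.1%) in LW, 63.5 to 75.1% (median 71.3%) in MS, 59.2 to 87.6% (median 64.5%) in LWMS and 56.3 to 70.7% (median 68.1%) in MSLW at day 90. At day 110 it was 51.2 to 71.5% (median 60.5%) in LW, 59.7 to 71.1% (median 65.5%) in MS, 60.4 to 72.1% (median 67.2%) in LWMS and 56.5 to 80.4% (median 67.7%) in MSLW. For the values given here, the log2 of the background-corrected signal was taken relative to the 75th percentile of each array, control spots and outlier spots were left out, and a probe was tested when it was well above background on at least 75% of the arrays of at least 1 group, which kept 40515 of 60305 probes. The means of the 8 groups were fitted with limma and p-values were adjusted by the Benjamini-Hochberg method, at the thresholds of the study. The sow, a random effect in the model of the study, is not a term in these fits, and the sow of each fetus was not used here. Fetuses of a litter are treated as independent, so the p-values of differences by the breed of the sow or by age can be too small where litters differ. The log2 fold changes of LW in Table S4 equal differences of the authors' values over 8 of the 9 LW fetuses at each age, without fetus 484 at day 90 and fetus 469 at day 110, and the paper gives no reason for leaving them out. Where a fold change is given both with and without these LW fetuses, the value over the remaining 61 therefore comes first, followed by the value over all 63.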

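The difference between fetuses of MS sires and fetuses of LW sires, averaged over the breed of the sow and over both ages, was tested in 40515 probes. Over the 61 fetuses, 3553 probes had an adjusted p under 0.05 with limma. Over all 63 fetuses the number was 2816 (6.95% of the probes tested), of which 1262 were higher and 1554 lower with an MS sire, and 2685 probes passed in both sets. At an unadjusted p under 0.05, 7643 probes differed over all 63. The median absolute difference of the 2816 probes was 0.46 on the log2 scale. The count moved most with limma's array weights, to 6274. The interaction of the sire's breed with gestational age gave 0 probes with limma over either set of fetuses, and 718 probes at an unadjusted p under 0.05 over all 63. An ordinary linear model per probe also gave 0 probes for this interaction, and limma with array weights gave 1.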

Surprisingly, no probe was influenced by paternal genotype. Only 28 DEPs (corresponding to 18 unique differentially expressed genes, DEGs) were found as affected by maternal genotype in interaction with gestational age (FDR < 0.05, Additional file 3: Table S3). 

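In the limma fit of all 40515 probes, the interaction of the sow's breed with gestational age had an adjusted p under 0.05 for 219 probes over the 61 fetuses and for 157 probes over all 63, with 156 probes in common. Of the 157, the change with age was higher in fetuses from MS sows for 74 and lower for 83, and 4407 probes had an unadjusted p under 0.05. The count moved most with array weights, to 746, and it was 87 with the slide as a block. Of the 28 probes of Table S3, 26 could be tested. Their interaction passed for 24 over the 61 fetuses and for 21 over all 63, and for 26 when adjusted over the list alone, which is not independent evidence because the study chose the list on these fetuses. The breed of the sow by itself, averaged over both ages, gave 7994 probes over the 61 fetuses and 6468 over all 63, of which 2941 were higher and 3527 lower in fetuses from MS sows. This difference also holds the alleles inherited from the sow, so it is not a maternal effect alone.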

Principal component analysis (PCA) analysis of the 28 DEPs illustrated the moderate effects of the maternal genotype (PC1 = 44.2%, PC2 = 12.1% and PC3 = 10.0% of the total variance; Fig. 3a and b). However, PC1 mainly separated data from purebred MS fetuses at day 90 from those of purebred LW fetuses, PC2 separated data from fetuses from MS sows at day 110 from those of fetuses from LW sows, and PC3 separated data from fetuses from LW sows at day 90 from those of fetuses from MS sows at day 90.

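A PCA of the 26 tested probes of Table S3, centred and not scaled, over the 61 fetuses gave 81.9%, 7.02% and 2.52% of the variance to PC1, PC2 and PC3, and over all 63 it gave 81.4%, 7.00% and 2.55%. With each probe scaled to unit variance, PC1 held 33.1%. The 4 CYP11A1 probes carried 92.5% of the squared loadings of PC1 in the unscaled PCA. On PC1 of the PCA over all 63, MS fetuses at day 90 had a mean score of 11.1 ± 2.86 (SD, n = 6) and LWMS fetuses one of 8.56 ± 2.21 (SD, n = 9), while LW fetuses lay at -2.73 ± 1.39 (SD, n = 9). The scores of MSLW fetuses at day 90 spread most, at 3.6 ± 5.50 (SD, n = 8). On PC2, fetuses from MS sows at day 110 had means of 2.49 ± 0.71 (SD, n = 7, MS) and 2.18 ± 0.74 (SD, n = 9, LWMS), against -1.27 ± 1.29 (SD, n = 9, LW) and -2.16 ± 1.05 (SD, n = 6, MSLW) for fetuses from LW sows. On PC3, fetuses from LW sows at day 90 had means of 1.08 ± 0.55 (SD, n = 9, LW) and 1.81 ± 0.33 (SD, n = 8, MSLW), against -0.66 ± 0.64 (SD, n = 6, MS) and -0.49 ± 0.47 (SD, n = 9, LWMS) for fetuses from MS sows.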

**Fig. 3:**
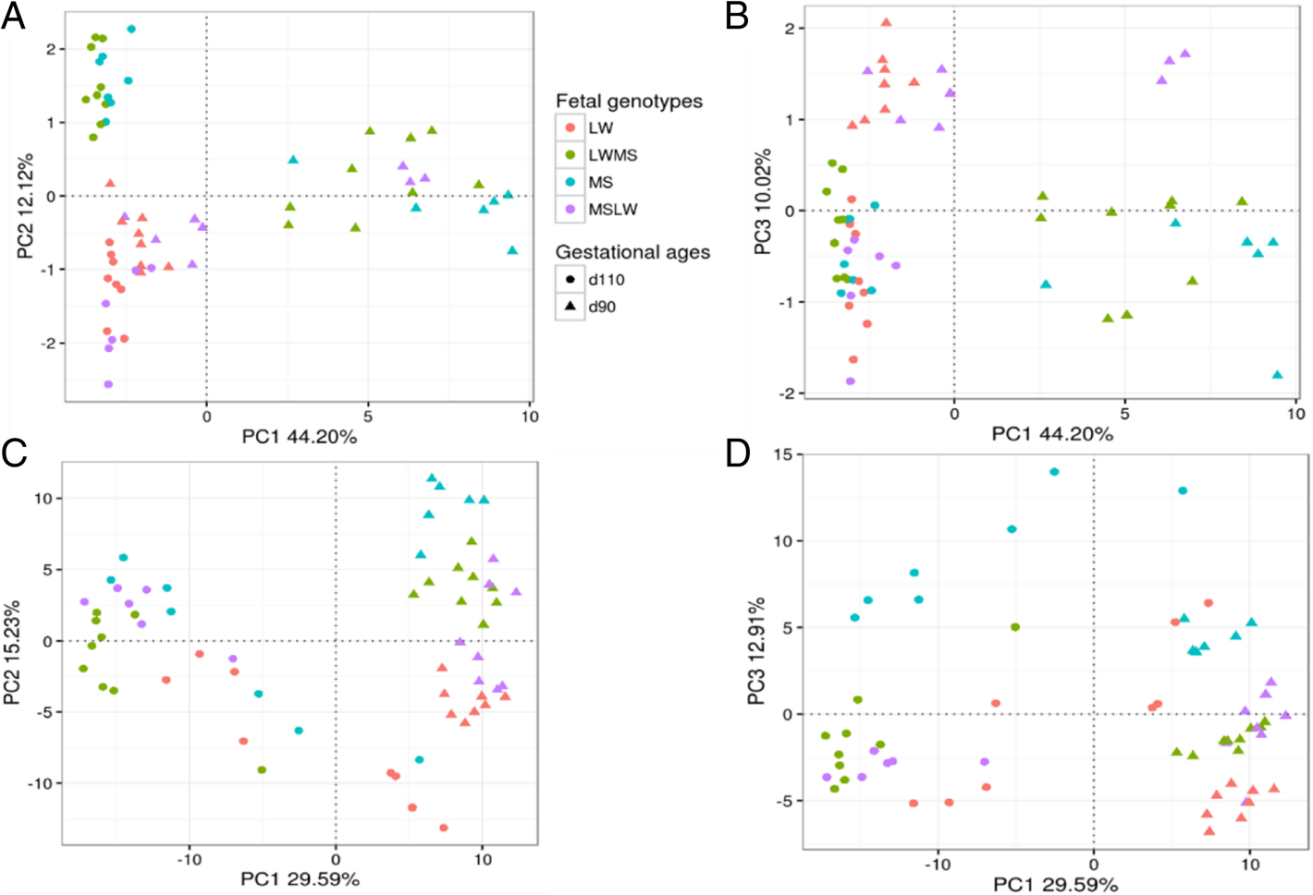
PCA of the maternal effect (**a**, **b**) and the complete model (**c**, **d**). LW, purebred fetuses from Large White sows; MSLW, crossbred fetuses from Large White sows; LWMS, crossbred fetuses from Meishan sows; MS, purebred fetuses from Meishan sows

Eighty-two percent of the 28 DEPs were identified in the complete model (Additional file 3: Table S3), among which 11 unique DEGs were only differentially expressed in MS, with absolute log2-fold change ≥0.5, between day 110 and day 90. 

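With the lowest BIC as the criterion and all 63 fetuses in the fit, 21 of the 28 probes fell in the complete model, 1 in the gestational age model and 1 in the genotype model. Another 3 did not pass the F-type test and 2 were not tested. Between day 90 and day 110, 11 of these probes, standing for 8 genes, passed an adjusted p of at most 0.01 with an absolute log2 fold change of at least 0.5 in MS and not in LW. A change that passes in 1 breed only is not by itself a difference between the breeds, and the direct test of that difference passed at an adjusted p of at most 0.01 for 6 probes over the 61 fetuses and for 7 of the 40515 probes over all 63. The change with age, day 110 minus day 90, was higher in MS than in LW for 1 of the 7 and lower for 6, 4 were CYP11A1 and 1 each was MAP2K1, GBP1 and C1orf63, and 2680 probes passed an unadjusted p under 0.05. In CYP11A1 (probe A_72_P381703), the signal was well above background on all 6 MS arrays at day 90 and on none of the 7 MS arrays at day 110. Its mean at day 90 was at least 37.6-fold that at day 110, where the bound sets the dim arrays at the lowest signal that was well above background on them. The size depends on the probe. CYP11A1 probe A_72_P545357 was well above background on all 7 MS arrays at day 110, and it changed with age by -2.17 (standard error 0.35, limma adjusted p = 2.05e-05) in MS and by -0.14 (standard error 0.31, adjusted p = 0.856) over the 61 fetuses and -0.11 (standard error 0.30, adjusted p = 0.879) over all 63 in LW. The breeds differed in this change by -2.03 (standard error 0.46, adjusted p = 0.0769) over the 61 fetuses and -2.05 (standard error 0.46, adjusted p = 0.0686) over all 63 for that probe, which did not pass.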

Spermine synthase (*SMS*) and *SRPX2* genes are specifically located on the X chromosome. 

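Table S3 places both genes on the X chromosome. The SMS probe (A_72_P014371) was well above background on all 7 MS arrays and all 9 LWMS arrays at day 110, on 1 of 9 LW arrays and on 0 of 6 MSLW arrays. Over all 63 fetuses and averaged over the breed of the sire, its level at day 110 was higher in fetuses from MS sows by a log2 difference of 3.50 (standard error 0.40, limma adjusted p = 4.48e-09), and at day 90 by 0.62 (standard error 0.40, adjusted p = 0.399). Because the level in fetuses from LW sows was near the floor of the array, these fitted values depend on the background correction and are not bounds. At day 110 the LWMS mean was at least 3.58-fold that of MSLW. The interaction with age was 2.91 (standard error 0.56, adjusted p = 0.00550) over the 61 fetuses and 2.88 (standard error 0.56, adjusted p = 0.00597) over all 63, and 0.60 (adjusted p = 0.243) with normexp background correction. The other SMS probe tested had an interaction of 0.12 over all 63.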

As only male fetuses were chosen in this study, these two genes were of maternal origin. 

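At day 90, the SRPX2 probe A_72_P210412 had a mean log2 signal, relative to the 75th percentile of the array, of 0.50 ± 0.23 (SD, n = 8) in the LW fetuses of the study's fold changes, and fetus 484, which they leave out, lay at 0.53. Over all LW fetuses it was 0.51 ± 0.21 (SD, n = 9). It was 0.53 ± 0.22 (SD, n = 8) in MSLW, -1.41 ± 0.28 (SD, n = 9) in LWMS and -1.33 ± 0.23 (SD, n = 6) in MS. All 15 fetuses from MS sows lay below all 17 fetuses from LW sows. Over all 63 fetuses, the difference by the breed of the sow at day 90 was -1.89 (standard error 0.14, limma adjusted p = 1.97e-15), and at day 110 it was -0.36 (standard error 0.14, adjusted p = 0.106). A second probe of the gene, O1191, gave -0.76 (standard error 0.13, adjusted p = 3.72e-05) at day 90 and 0.50 (standard error 0.13, adjusted p = 0.00846) at day 110. For probe A_72_P210412, the difference by the breed of the sire, averaged over both ages, was -0.04 (standard error 0.10, limma adjusted p = 0.883) over the 61 fetuses and -0.04 (standard error 0.10, adjusted p = 0.894) over all 63. For CYP11A1 (probe A_72_P381703), which lies outside the X chromosome in Table S3, LW fetuses at day 90 ranged from -8.21 to -4.99 and none was well above background, whereas LWMS fetuses ranged from -2.94 to 0.45 and MS fetuses from -2.74 to 0.92. The MSLW fetuses ranged from -7.62 to -0.18.

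**Figure D1:**
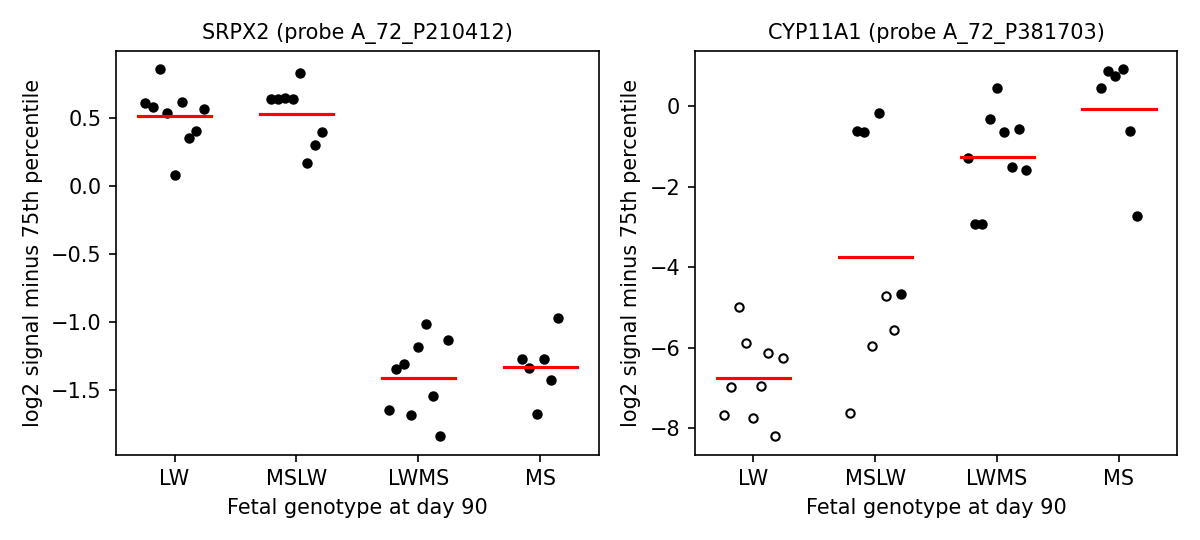
Log2 signal of SRPX2 (left) and CYP11A1 (right) relative to the 75th percentile of the array, in each fetus at day 90 by fetal genotype. Points are single fetuses, red lines are group means over all fetuses, and open points in the CYP11A1 panel are arrays on which the probe was not well above background. For SRPX2, the LWMS and MS fetuses lie below the LW and MSLW fetuses, and for CYP11A1 the MSLW fetuses spread over both ranges.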

The expression profile of *SRPX2* gene (Fig. 4a) illustrated how the maternal effect is observed at 90 days of gestation. Functional analysis of these genes indicated that they are involved in activation of cell generation and differentiation, metabolism and angiogenesis.

**Fig. 4:**
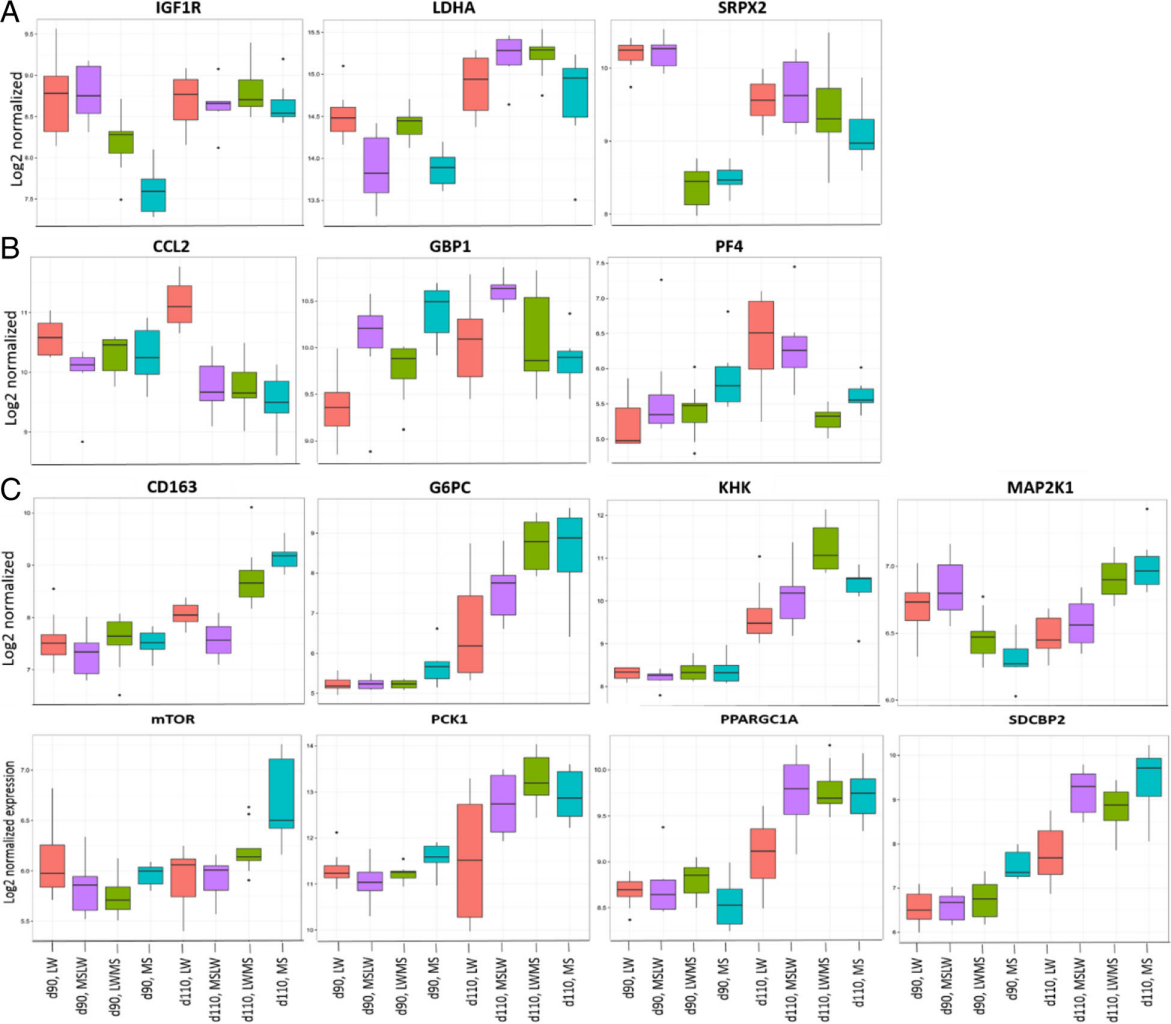
*Box-plot* representation of genes differentially expressed in fetuses with different genotypes at 90 (d90) and 110 day of gestation (d110). **a** Genes up-regulated in day 110-MS compared to day 90-MS. **b** Genes up-regulated in LW compared to MS at day 110. **c** Genes up-regulated in MS compared to LW at day 110. The gene expression was log2 transformed. LW, purebred fetuses from Large White sows; MS, purebred fetuses from Meishan sows

Taken together, a barely effect of parental genome was found on offspring fetal intestinal maturation, and most of genes affected by the maternal genotype were identified in the complete model. Considering our aim was to decipher candidate biological pathway and genes that shape intestinal maturity, the complete model which combined joint differences between gestational age and fetal genotypes was therefore worthy of further analysis.

### Identification of intestinal DEPs

A total of 9518 probes was identified as differentially expressed (with a significant threshold of 1% with FDR correction) and divided into four sub-models using the BIC criterion (Additional file 4: Table S4). 

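In the limma fit without the sow, an F test of all differences between the 8 groups had an adjusted p under 0.01 for 12555 probes over the 61 fetuses. Over all 63 it did so for 11646 probes, 28.7% of those tested. By the lowest BIC, 431 of these fell in the complete model, 3475 in the additive model, 6156 in the gestational age model and 1584 in the genotype model. The complete model thus held 3.70% of the DEPs, and over the 61 fetuses it held 507 probes. The F test count moved most with array weights, to 20694, and the complete model count did so too, to 1656.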

The complete model involved 404 DEPs corresponding to 274 unique DEGs. This smallest subset of DEPs was the most meaningful for analyzing the indices of intestinal maturity. 

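Of the 404 probes that Table S4 lists for the complete model, 400 were tested here and 379 passed the F test over all 63 fetuses. By the BIC of the fit without the sow, 177 of them were again in the complete model, while 92 fell in the additive model, 94 in the gestational age model and 16 in the genotype model. The other 21 did not pass. A direct test of the interaction of age with the 4 genotypes (3 degrees of freedom, limma) had an adjusted p under 0.01 for 9 probes among all those tested and under 0.05 for 37. All 9 were among the 431 probes of the complete model.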

In other words, these 274 genes were involved in late intestinal developmental process with differences between genotypes.

The use of PCA for each model enabled to assess and visualize the experimental design power. Concerning the complete model, PC1, PC2 and PC3 explained 29.6, 15.2 and 12.9% of the total variance and segregated fetuses according to their gestational ages and purebred genotypes (Fig. 3c and d showed a cluster with the data from fetuses at day 90 while a high dispersion of data from fetuses at day 110), illustrating the interaction between gestational age and genotype effects. 

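A PCA of the 400 tested probes that Table S4 lists for the complete model, with probes scaled to unit variance, gave 34.1%, 14.0% and 8.73% of the variance to PC1, PC2 and PC3 over the 61 fetuses, and 33.5%, 13.7% and 8.63% over all 63. In the PCA over all 63, on PC1 the groups at day 90 had means of -11.4 ± 2.42 (SD, n = 9) in LW, -10.5 ± 2.52 (SD, n = 8) in MSLW, -7.45 ± 2.23 (SD, n = 9) in LWMS and -2.93 ± 2.39 (SD, n = 6) in MS. At day 110 the means were -1.02 ± 10.3 (SD, n = 9) in LW, 8.90 ± 10.0 (SD, n = 7) in MS, 14.1 ± 4.52 (SD, n = 6) in MSLW and 14.9 ± 5.65 (SD, n = 9) in LWMS, so that the SD was larger at day 110 in each genotype. LW fetuses at day 110 ranged from -14.6 to 12.4 and overlapped those at day 90. PC3 separated the purebred fetuses. MS fetuses had means of -7.14 ± 0.64 (SD, n = 6) at day 90 and -10.9 ± 4.09 (SD, n = 7) at day 110, and LW fetuses had means of 4.11 ± 0.84 (SD, n = 9) and 7.55 ± 2.30 (SD, n = 9).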

The PCA results of other three sub-models were shown in Additional file 5: Figure S1.

### Ontological analysis of DEGs between both gestational ages and purebred genotypes

A functional enrichment analysis was performed on DEPs from the complete model to identify enriched biological processes (BP) during late fetal intestinal maturation using GeneCodis. Using the threshold of absolute log2-fold change ≥0.5, 80 DEPs (corresponding to 49 unique DEGs) were overexpressed at day 90 compared to day 110 and 161 DEPs (corresponding to 95 unique DEGs) were overexpressed at day 110 compared to day 90 (Additional file 4: Table S4). 

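Of the probes of the complete model in Table S4 that were tested, 161 had a log2 fold change of at least 0.5 towards day 110 in at least 1 purebred and 93 had one towards day 90, over the 61 fetuses. These leave out another 13 probes that changed by at least 0.5 in opposite directions in LW and MS. Over all 63 fetuses the numbers were 162, 96 and 12. When an adjusted p of at most 0.01 (limma) was also required, 67 probes changed with age in LW and 102 in MS over the 61 fetuses, against 78 and 93 over all 63. Across all 40515 probes, 1499 changed with age in LW and 1458 in MS over the 61 fetuses, against 1928 (904 higher and 1024 lower at day 110) and 1265 (655 higher and 610 lower) over all 63. The LW count moved to 3293 with array weights and to 1119 with median centring, and the MS count moved most with array weights, to 4663. Within the list, the change with age differed between MS and LW at an adjusted p of at most 0.01 for 5 probes over the 61 fetuses and for 6 over all 63.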

Overall the functional enrichment analysis revealed that dramatic changes occurred between gestational age day 90 and 110 (Additional file 6: Table S5). At 110 days of gestation, most of the induced genes were involved in hormone regulation and nutrient metabolism (e.g. lipid, nitrogen compound and nutrient metabolism, glucocorticoid and insulin signaling, gluconeogenesis and oxidation-reduction processes). In addition, axon guidance and immunity signaling (e.g. complement activation, chemotaxis, response to stress, blood coagulation and immune response) were also modulated during the late period of gestation. Conversely, genes whose expression was reduced at day 110 were included in the following biological pathways: SMAD protein signal transduction, xenobiotic metabolism, transmembrane transport, blood coagulation, regulation of cell proliferation and transcription, and proteolysis.

Genes involved in these enriched BPs were further analyzed separately according to each purebred genotype (Table 1). 

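Table 1 marks 19 genes as up-regulated at day 110 in MS only and 8 as up-regulated at day 110 in LW only, 1 of which (PF4) was below the filter on dim probes. Each of the 19 genes marked for MS had a larger rise with age in MS than in LW, over the 61 fetuses and over all 63. The study marked the genes of either breed on these same fetuses, so such directions were largely set by the selection and are not independent evidence. In MS, 14 of them passed an adjusted p of at most 0.01 with a log2 fold change of at least 0.5 (limma, all 63 fetuses), and 2 passed in LW. The difference between the breeds in the change with age passed for 1 of the 19, MAP2K1, at an adjusted p of at most 0.01 and for no other at 0.05. Of the 7 tested genes marked for LW, 6 had a larger rise in LW over the 61 fetuses and 5 over all 63, with BTNL3 and FGL2 the exceptions over all 63. In LW, 4 of the 7 passed, none passed in MS, and for none did the difference between the breeds pass.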

Interestingly, the number of up-regulated genes involved in glucose and lipid metabolic processes at day 110 was higher in MS than in LW. In contrast the number of up-regulated genes at day 90 was close between LW and MS for most of BPs. It is noteworthy that four genes, whose expressions were different according to gestational age, were oppositely expressed in LW and MS (Table 2). 

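For genes marked in Table 1 as up-regulated at day 90 in 1 breed, the fall with age was larger in LW for all 7 marked for LW and larger in MS for all 5 marked for MS, over both sets of fetuses. These genes too were marked on the same fetuses, so their directions are not independent evidence. With limma over all 63 fetuses, 4 of the 7 passed the thresholds in LW and 1 of the 5, CYP11A1, passed in MS. None passed in the other breed, and for none of the probes taken for these genes did the breeds differ in their change with age at an adjusted p of at most 0.01.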

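GBP7 is measured in Table 2 by probe O10866. This probe changed between day 90 and day 110 in LW by 0.96 (standard error 0.28, limma adjusted p = 0.0208) over the 61 fetuses and 0.92 (standard error 0.26, adjusted p = 0.0141) over all 63, and in MS by -0.84 (standard error 0.31, adjusted p = 0.0865). The breeds differed in the change of O10866 by -1.80 (standard error 0.42, adjusted p = 0.0994) over the 61 and -1.76 (standard error 0.41, adjusted p = 0.0815) over all 63. None of these passed 0.01. The brightest GBP7 probe of the study's tables, A_72_P140526, changed between day 90 and day 110 in LW by a log2 fold change of 1.08 (standard error 0.28, adjusted p = 0.00728) over the 61 fetuses and 1.06 (standard error 0.26, adjusted p = 0.00329) over all 63, with limma. In MS the change was -0.43 (standard error 0.30, adjusted p = 0.442). The breeds differed in this change by -1.51 (standard error 0.41, adjusted p = 0.208) over the 61 fetuses and -1.50 (standard error 0.40, adjusted p = 0.194) over all 63. Mean log2 signals of all 9 LW fetuses were -0.33 ± 0.47 (SD, n = 9) at day 90 and 0.73 ± 0.52 (SD, n = 9) at day 110, and those of MS were -1.34 ± 0.47 (SD, n = 6) and -1.78 ± 0.93 (SD, n = 7). LW fetuses 484 and 469, left out of the study's fold changes, lay at -0.56 and 0.39. With array weights the MS change of this probe had the opposite sign (0.12, adjusted p = 0.775). With median centring the LW change no longer passed (adjusted p = 0.0207), and likewise with purebred fetuses alone (adjusted p = 0.0177). All 4 GBP7 probes tested rose in LW and fell in MS over all 63 fetuses.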

Sushi-repeat containing protein x-linked 2 (*SRPX2*), up-regulated in MS while down-regulated in LW at day 110 compared with day 90, was found as a promoter of angiogenesis and neuronal development. Conversely, the probes coding chemokine ligand 2 c-c motif (*CCL2*) and guanylate binding protein 1 (*GBP1*) genes involved in inflammation and defense process, were over-expressed in LW and under-expressed in MS at day 110 compared with day 90.

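For SRPX2 (probe A_72_P210412), the log2 fold change from day 90 to day 110 was -0.64 (standard error 0.20, limma adjusted p = 0.0341) in LW over the 61 fetuses, with an adjusted p of 0.0178 over all 63, and 0.71 (standard error 0.22, limma adjusted p = 0.0335) in MS. Neither passed an adjusted p of 0.01. Means at day 110 were -0.13 ± 0.34 (SD, n = 9) in LW and -0.62 ± 0.45 (SD, n = 7) in MS, and LW fetus 469 lay at -0.09. MS and LW differed in this change by 1.35 (standard error 0.29), with an adjusted p of 0.0769 over the 61 fetuses and 0.0445 over all 63. With array weights the changes in LW, in MS and their difference passed 0.01 (adjusted p = 0.00516, 0.00488 and 0.00426), and the change in LW did so with the authors' processed values (0.00831) and with purebred fetuses alone (0.00932). The second SRPX2 probe, O1191, changed in LW by -1.48 over the 61 fetuses and by -1.53 (limma adjusted p = 1.48e-09) over all 63, where it passed 0.01. In MS it changed by -0.23 (adjusted p = 0.573).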

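For CCL2 (probe A_72_P035346), the log2 fold change with age was 0.63 (standard error 0.24, adjusted p = 0.0962) over the 61 fetuses and 0.53 (standard error 0.23, adjusted p = 0.128) over all 63 in LW, and -0.77 (standard error 0.27, limma adjusted p = 0.0670) in MS. For CCL2 the breeds differed in the change with age by -1.40 (standard error 0.36, adjusted p = 0.166) over the 61 fetuses and -1.30 (standard error 0.35, adjusted p = 0.214) over all 63. Mean log2 signals in LW were 1.60 ± 0.29 (SD, n = 9) at day 90 and 2.14 ± 0.39 (SD, n = 9) at day 110, with the omitted fetuses 484 and 469 at 1.82 and 1.60, and those in MS were 1.70 ± 0.56 (SD, n = 6) and 0.93 ± 0.53 (SD, n = 7). None of these tests passed 0.01, except the LW change with array weights (adjusted p = 0.00762). The 3 CCL2 probes tested rose in LW and fell in MS. The other 2, A_72_P412643 and A_72_P675364, are those of Table 2, and over all 63 fetuses they changed in LW by 0.51 (adjusted p = 0.101) and 0.48 (adjusted p = 0.141), and in MS by -0.80 (adjusted p = 0.0287) and -0.81 (adjusted p = 0.0348). Over the 61 the changes in LW were 0.55 and 0.53. For GBP1 (the probe of Table 2), the change in LW was 0.70 (standard error 0.20, adjusted p = 0.0167) over the 61 fetuses and 0.72 (standard error 0.19, adjusted p = 0.00614) over all 63, past 0.01 over all 63 fetuses only, and it did not pass with median centring (adjusted p = 0.0327). The change in MS was -0.51 (standard error 0.22, limma adjusted p = 0.155). The 4 GBP1 probes tested rose in LW and fell in MS. The breeds differed in the change of GBP1 by -1.21 (standard error 0.30, adjusted p = 0.128) over the 61 fetuses and -1.23 (standard error 0.29, adjusted p = 0.0916) over all 63 for this probe, and for probe A_72_P541958 it was -1.67 (adjusted p = 0.0193) over the 61 fetuses and -1.71 (adjusted p = 0.00694) over all 63. For this GBP1 probe of Table 2, fetuses 484 and 469 lay at -0.00259 and 0.87, where the LW means were -0.11 ± 0.34 (SD, n = 9) and 0.61 ± 0.46 (SD, n = 9).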

**Table 1:** Enriched GOBPs at day 90 or 110 in the two purebred genotypes

Day	Items	GOBP Terms	Genes
110	GO:0006957	complement activation	**C9** *VSIG4*
	GO:0034641	cellular nitrogen compound, metabolic process	*SMS BCKDHB*
	GO:0006094	gluconeogenesis	*PPARGC1A PCK1*
	GO:0008286	insulin receptor signaling pathway	*MTOR MAP2K1 IGF1R*
	GO:0032868	response to insulin stimulus	*MTOR PCK1*
	GO:0051384	response to glucocorticoid stimulus	*MAP2K1 BCKDHB*
	GO:0007584	response to nutrient	*MTOR BCKDHB*
	GO:0055114	oxidation-reduction process	*CYP3A4 ACOX2*
	GO:0006629	lipid metabolic process	**BTNL3** *APOD PCK1*
	GO:0006935	chemotaxis	**PF4** *MAP2K1*
	GO:0008380	RNA splicing	*CCAR1 RNPC3 PPARGC1A* **JMJD6**
	GO:0006805	xenobiotic metabolic process	*CYP3A4 CYP17A1*
	GO:0006950	response to stress	**HSPB8 HSPA8**
	GO:0007411	axon guidance	*MAP2K1 LGI1*
	GO:0007165	signal transduction	*PRKG2 MTOR MAP2K1* **FGL2** *IGF1R* **PDE11A** *RASAL2*
	GO:0007596, GO:0030168	blood coagulation, platelet activation	*PRKG2* **PF4 PDE11A**
	GO:0006955	immune response	*TCF12* **PF4** *IGHA1 IGF1R*
90	GO:0060395	SMAD protein signal transduction	**BMP2** *HNF4A*
	GO:0006805	xenobiotic metabolic process	**GSTA1** *CYP11A1 HNF4A ALDH2*
	GO:0055085, GO:0006811	transmembrane transport, ion transport	*KCNS3 AQP10* **SLC38A3**
	GO:0007596	blood coagulation	**ANXA8** *HNF4A*
	GO:0008285	negative regulation of cell proliferation	**LEPREL1 BMP2** *HNF4A*
	GO:0045893	positive regulation of transcription	**BMP2** *HNF4A*
	GO:0006508	proteolysis	**TPSD1 CPE**

In italic, genes are up-regulated in MS only, and in bold, genes are up-regulated in LW only. Genes up-regulated in both MS and LW are not represented (see details in Additional file 6: Table S5)

**Table 2:** Gestational age-affected probes with opposite expression between LW and MS

Gene	Probe	BH	Log2-Fold Change between day 110 and 90 in LW	Log2-Fold Change between day 110 and 90 in MS	Main GOBPs
CCL2	A_72_P412643	6.27E-07	0.562774745	−0.776799778	GO:0006954 inflammatory response
CCL2	A_72_P675364	3.57E-07	0.598172442	−0.755798549	GO:0006954 inflammatory response
GBP7	O10866	3.90E-06	0.713558263	−0.653564571	GO:0003924 GTPase activity
GBP1	gi|115,551,583|dbj|AK239047.1|	4.51E-05	0.697887594	−0.51343506	GO:0060333 interferon-gamma-mediated signaling pathway
SRPX2	A_72_P210412	1.00E-05	−0.635376842	0.6315505	GO:0001525 angiogenesis, GO:0051965 positive regulation of synapse assembly

GOBP functional enrichment was further confirmed using disease and function analysis of IPA (Fig. 5; Additional file 7: Table S6). In day 110-MS compared to day 90-MS fetuses, pathways of fatty acid metabolism, hormone synthesis, cell proliferation, vasculogenesis and neurodevelopment were predicted to be activated. In LW, activation of phagocytes and their immune response and inhibition of their apoptosis were found at day 110 compared to day 90. Among these enriched genes, glucose 6 phosphatase catalytic subunit (*G6PC*), phosphoenolpyruvate carboxykinase 1 (*PCK1*), lactate dehydrogenase A (*LDHA*), peroxisome proliferator-activated receptor gamma coactivator 1 alpha (*PPARGC1A*), insulin like growth factor 1 (*IGF1*) receptor (*IGF1R*), mitogen activated protein kinase kinase 1 (*MAP2K1*), mammalian target of rapamycin (*mTOR*), *SRPX2* and *CD163* were up-regulated in MS compared to LW at day 110, while platelet factor 4 (*PF4*), *CCL2* and *GBP1* were up-regulated in LW compared to MS at day 110 (Fig. 4). 

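At day 110, limma gave 2200 probes that differed between MS and LW at an adjusted p of at most 0.01 and an absolute log2 difference of at least 0.5 over the 61 fetuses, and 2023 over all 63 (747 higher and 1276 lower in MS), with 1867 in common. Array weights moved this count most, to 6364. At day 90 the numbers were 1664 and 1449. Of 9 genes named here as higher in MS, 5 passed these thresholds in that direction over the 61 fetuses and 4 over all 63. Of the 2 tested genes named as higher in LW, 1 passed in both sets. G6PC (probe A_72_P714188) was higher in MS by 3.23 (standard error 0.50, adjusted p = 5.06e-06) over the 61 fetuses and 3.04 (standard error 0.50, adjusted p = 9.84e-06) over all 63, and PCK1 (O10937) by 1.48 (standard error 0.37, adjusted p = 0.00457) over the 61 fetuses and 1.32 (standard error 0.37, adjusted p = 0.0117) over all 63. PCK1 also passed with the authors' processed values (adjusted p = 0.00983) and with array weights (3.94e-05). The MAP2K1 (O10188) difference was 0.73 (standard error 0.15, adjusted p = 5.06e-04) over the 61 fetuses and 0.72 (standard error 0.15, adjusted p = 4.73e-04) over all 63, and it did not pass with normexp background correction (0.30, adjusted p = 0.171). The difference of MTOR (O2120) was 1.24 (standard error 0.25, adjusted p = 3.45e-04) over the 61 fetuses and 1.22 (standard error 0.24, adjusted p = 2.90e-04) over all 63. The MTOR probe was well above background on 5 of 9 LW arrays at day 110, and with normexp the difference was 0.57. SRPX2 and IGF1R were lower in MS, by differences of -0.49 (adjusted p = 0.113) and -0.13 (adjusted p = 0.742) over all 63, and of -0.48 and -0.09 over the 61. LDHA had a difference of -0.03 (adjusted p = 0.956) over the 61 and -0.11 over all 63, and its sign changed with median centring and with array weights. Among all probes of these genes, 5 of 6 MAP2K1, 2 of 4 MTOR, 2 of 4 IGF1R, 2 of 3 LDHA and 1 of 2 SRPX2 probes were higher in MS. CCL2 had a difference of -1.28 (standard error 0.25, adjusted p = 2.40e-04) over the 61 fetuses and -1.21 (standard error 0.24, adjusted p = 3.42e-04) over all 63, and the difference of GBP1 was -0.20 (standard error 0.21, adjusted p = 0.586) over the 61 fetuses and -0.23 (standard error 0.20, adjusted p = 0.527) over all 63. From the genes and pathways that differed, the paper concludes that intestinal maturation differs between purebred MS and LW fetuses.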

Taken together, the distinct patterns of gene expression profiles and involved BPs in MS and LW genotypes at two key time points of gestational development illustrate major differences in intestinal maturation between purebred MS and LW fetuses.

**Fig. 5:**
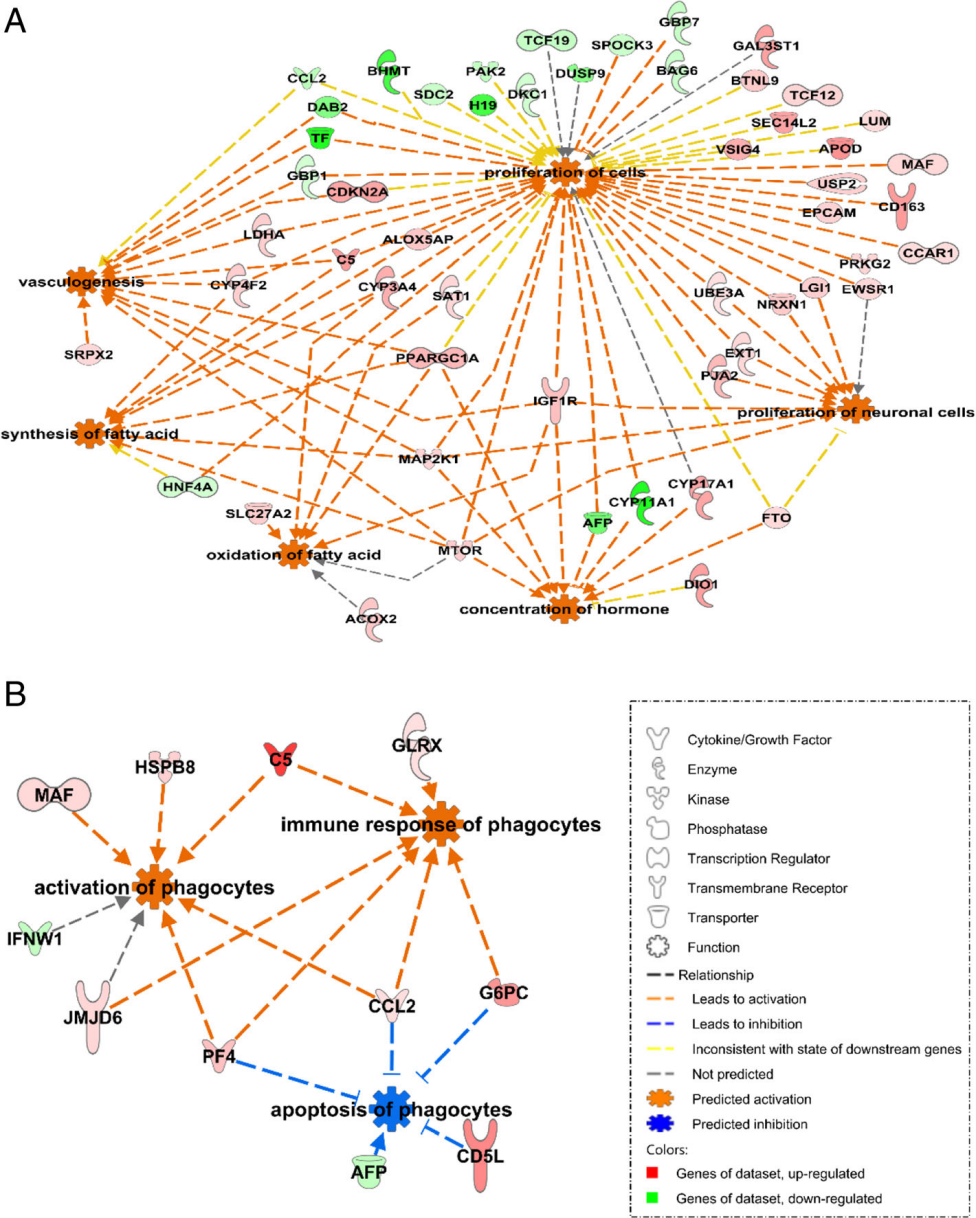
IPA network approach using Disease and Function analysis applied to DEGs in MS (**a**) and LW (**b**) at day 110 compared to day 90. Genes in *red* and *green* were up-regulated or down-regulated in the study dataset, respectively. A higher color intensity means the higher degree of up or down-regulation, respectively. LW, purebred fetuses from Large White sows; MS, purebred fetuses from Meishan sows

### Identification of upstream regulators

We next thought to find upstream regulators that could explain the observed shifts in gene expression profiles and to identify candidate genes for prenatal intestinal maturation. Two ligand-dependent nuclear receptors and three transcriptional regulators were selected with an absolute activation z-score ≥ 2 in at least one genotype (Table 3). Nuclear receptor subfamily three group c member1 (*NR3C1,* also known as glucocorticoid hormone receptor, *GR*) and thyroid hormone receptor beta (*THRB*) were predicted to be active in both breeds though on a higher magnitude in MS, somehow illustrating similarity in upstream regulation between MS and LW genotypes. *NR3C1* was found in the fetal genotype model with a higher expression in LW compared to MS (Additional file 8: Figure S2) while *THRB* was found in the gestational age model with a decreased expression at day 110 compared to day 90. In addition to catenin beta 1 (*CTNNB1*) and signal transducer and activator of transcription 6 (*STAT6*), *PPARGC1A* was predicted to be active in day 110-MS fetuses. 

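NR3C1 (probe A_72_P171036) fell in the fetal genotype model in the fit of all 63 fetuses. Its mean log2 signal at day 90 was -1.03 ± 0.24 (SD, n = 9) in LW and -3.24 ± 0.70 (SD, n = 6) in MS, with -1.65 ± 0.27 (SD, n = 9) in LWMS and -1.84 ± 0.39 (SD, n = 8) in MSLW. The difference of MS from LW at day 90 was -2.21 (standard error 0.27, adjusted p = 1.69e-08) over the 61 fetuses and -2.21 (standard error 0.26, adjusted p = 3.74e-09) over all 63, with limma. Averaged over both ages and over all 63 fetuses, the difference by the breed of the sow was -1.04 (adjusted p = 4.67e-09) and that by the breed of the sire -1.10 (adjusted p = 1.69e-09). Over the 61 fetuses these were -1.03 and -1.10. LW fetus 484 lay at -1.0. These NR3C1 values rest on 1 probe. At day 110 all 5 NR3C1 probes tested were lower in MS, with differences from -2.08 to -0.04, and only this probe passed. THRB (probe A_72_P031136) fell in the additive model in this fit. It changed from day 90 to day 110 by -1.08 (standard error 0.18, adjusted p = 3.10e-05) over the 61 fetuses and -1.02 (standard error 0.17, adjusted p = 1.94e-05) over all 63 in LW, and by -1.05 (standard error 0.21, limma adjusted p = 6.38e-04) in MS, where median centring gave an adjusted p of 0.0536. The breeds differed in this change of THRB by 0.03 (standard error 0.28, adjusted p = 0.998) over the 61 fetuses and -0.02 (standard error 0.27, adjusted p = 1.000) over all 63. LW fetuses 484 and 469 lay at 3.15 and 2.58. Each of the 5 THRB probes tested fell in both breeds.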

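PPARGC1A (probe A_72_P077836) rose from day 90 to day 110 in MS by a log2 fold change of 1.22 (standard error 0.21, limma adjusted p = 7.72e-05), from 0.85 ± 0.32 (SD, n = 6) to 2.07 ± 0.33 (SD, n = 7). In LW the change was 0.55 (standard error 0.18, adjusted p = 0.0396) over the 61 fetuses and 0.67 (standard error 0.18, adjusted p = 0.00932) over all 63, so that it passed an adjusted p of 0.01 over all 63 fetuses only. Fetus 484 at day 90, which the study's fold changes leave out, had the lowest value of the LW group, 0.06, against a mean of 1.39 ± 0.17 (SD, n = 8) in the others, and fetus 469 at day 110 lay at 1.73. The LW change did not pass either with normexp background correction (adjusted p = 0.0106), median centring (0.110) or purebred fetuses alone (0.0163). PPARGC1A differed between the breeds in its change with age by 0.67 (standard error 0.26, adjusted p = 0.536) over the 61 fetuses and 0.55 (standard error 0.28, adjusted p = 0.771) over all 63. The 4 PPARGC1A probes tested rose in both breeds. Over all 63 fetuses, the rise passed for all 4 in MS and for 3 of the 4 in LW, where the rises were 0.50 to 0.96.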

*PPARGC1A* (also known as *PGC1α*) the only upstream regulator from the complete model (Fig. 6) is known to be involved in regulation of fatty acid metabolism, vasculogenesis and hormone synthesis (Fig. 5a) as well as in gluconeogenesis. Taken together, *PPARGC1A* was identified as a potential important upstream regulator of several DEGs in day 110-MS fetuses.

**Table 3:** Upstream regulators of DEGs in purebred fetuses at day 110 compared to day 90

Upstream regulators	Activation z-score	
	LW	MS
NR3C1^a^	1.1	2.41
THRB^a^	1.2	2.18
*PPARGC1A* ^b^		2.23
CTNNB1^b^		2.18
STAT6^b^		2

^a^ligand-dependent nuclear receptors, ^b^Transcriptional regulators. In italic, the upstream regulator is expressed in the complete model. The upstream regulators with an absolute activation z-score ≥ 2 in MS or LW are only displayed

**Fig. 6:**
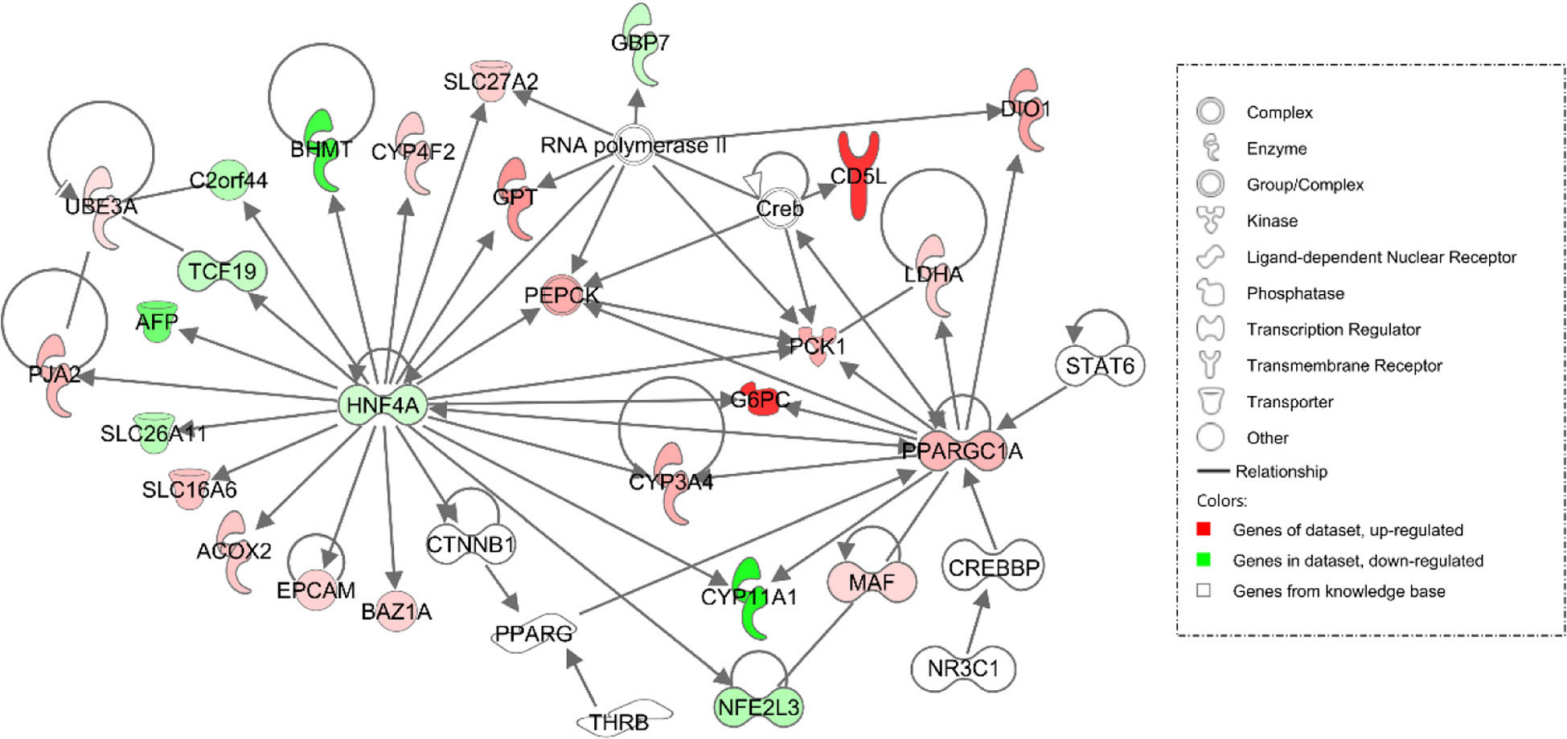
Network 1 (carbohydrate and lipid metabolism, energy production) in MS at day 110 compared to day 90 using IPA. Genes in *red* and *green* were up-regulated or down-regulated in the study dataset, respectively. A higher color intensity means the higher degree of up or down-regulation, respectively. Genes in white were from the knowledge base

### Relationship between phenotypic variables and expression of genes

In the frame of complex systems biology, interactions between phenotypic and transcriptomic data can be explored using multivariate statistics. sPLS regression was used to assess the relationships between 23 phenotype items (seven indices of intestinal morphometry, two indices of intestinal digestive enzyme activity and 14 blood parameters) and gene expression. All expressed probes were used for analysis. Blood fructose level, intestinal lactase activity and villous height were the phenotypic variables best predicted by probes co-variation (mean squared error prediction = 0.28, 0.35 and 0.38, respectively). Functional analysis of these 450 probes (corresponding to 250 unique annotated genes) using IPA *network* identified lipid metabolism, carbohydrate metabolism and cellular movement as the top over-represented biological pathways (Fig. 7; Additional file 9: Table S7). Blood fructose level covaried with 15 genes involved in carbohydrate metabolism, 36 genes involved in lipid metabolism and 11 genes involved in cellular movement. Among them, seven genes identified in the complete model were positively (*FHL3*) or negatively (*G6PC*, *DIO1*, *KHK*, *GPT*, *GAL3ST1* and *SDCBP2*) correlated to blood fructose level. Similarly, lactase activity covaried with seven genes involved in carbohydrate metabolism, eight genes involved in lipid metabolism and two genes involved in cellular movement. Among them, four genes were identified in the complete model and were positively (*G6PC*, *DIO1* and *KHK*) or negatively (*FHL3*) correlated to lactase activity level. Finally villous height covaried with 11 genes involved in carbohydrate metabolism, 20 genes involved in lipid metabolism and four genes involved in cellular movement. Among them, seven genes that identified the complete model were positively (*G6PC*, *DIO1*, *KHK*, *GPT*, *GAL3ST1* and *SDCBP2*) or negatively (*FHL3*) correlated.

**Fig. 7:**
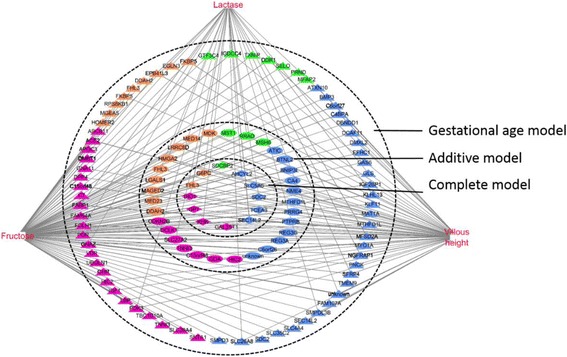
Network of relationships between phenotypic variables and microarray data selected within the first component of the sPLS analysis. Retained all gene-phenotypic variable pairs showing an absolute correlation score > 0.75. Related biological functions of selected genes was analyzed using IPA. *Red nodes*, phenotype items (blood fructose level, jejunum lactase activity and villous height); *pink symbols*, genes involved in lipid metabolism; *orange symbols*, genes involved in carbohydrate metabolism; *green symbols*, genes involved in cellular movement; *blue symbols*, other biological functions; *diamond shape symbol* indicates a differential expressed gene that was included in the complete model; *elipse symbol* indicates a differential expressed gene that was included in the additive model; *triangle symbol* indicates a differential expressed gene that was included in the gestational age model. sPLS, spare Partial Least Squares; IPA, Ingenuity Pathway Analysis

### Validation of differential gene expression by qRT-PCR analysis

To validate microarray results, seven differentially expressed genes of interest were selected to perform qRT-PCR. As shown in Table 4, the Pearson’s correlations between expression profiles of these genes measured by microarray and PCR was greater than 0.8 for all genes except *CIRBP.* The similarity of results between qRT-PCR and microarray confirmed the reliability of our microarray data (Additional file 10: Figure S3).

**Table 4:** Correlation between qRT-PCR expression and microarray data for selected genes

Genes	Pearson’s correlation	*P* value
CCL2	0.93	<0.001
CD163	0.83	<0.001
CIRBP	0.61	<0.001
FABP1	0.97	<0.001
GBP1	0.82	<0.001
G6PC	0.88	<0.001
PPARGC1A	0.82	<0.001

## Discussion

The use of a relevant experimental design (eight conditions in a two by four factorial design) leading to contrasting situations in terms of late fetal maturation associated with the selection of DEPs (FDR-adjusted *P* value <0.01) highlighted the impact of complex relationships between gestational age and fetal genotype on maturity of the intestine. No paternal genotype effect occurred while that of maternal genotype was moderate and mainly observed at 90 days of gestation. 

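With limma over all 63 fetuses and all probes tested, the breed of the sow, averaged over the breed of the sire, gave 2290 probes with an adjusted p under 0.05 at day 90 and 4038 at day 110. This difference also holds the alleles that a fetus inherits from its sow, so the counts do not measure a maternal effect alone. Litter mates count as independent in this fit, so the counts can be too large. Among the 26 tested probes of Table S3, which the study chose on these fetuses, 17 had the larger absolute difference by the breed of the sow at day 90. This difference had an adjusted p under 0.05 for 16 of them at day 90 and for 14 at day 110.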

Overall 4794 unique DEGs (9518 DEPs, 24.1% of expressed probes of the microarray with FDR of 1%) were found valuable. The GO functional enrichment analysis revealed that the dramatic changes in intestinal gene expression that occurred between gestational age day 90 and day 110 concern genes involved in hormone regulation, nutrient metabolism, immune signaling and neuronal development. Furthermore, differences in the developmental pattern of the intestine were observed during late gestation between the two porcine breeds, divergent in neonatal morbidity and mortality and with higher survival rate in MS piglets. Lipid and glucose metabolisms, cell proliferation, vasculogenesis and neurodevelopment pathways were activated in the intestine of day 110-MS compared to day 90-MS fetuses whereas immune pathways including phagocytosis, inflammation and defense processes differed between day 110-LW and day 90-LW fetuses. *PPARGC1A* (also known as *PGC1α*) was identified as a potential upstream regulator of DEGs in MS. Finally the multivariate analysis indicated that blood fructose, and intestinal lactase activity and villous height were the three phenotypic parameters explained with the highest score by overlapping clusters of DEGs.

### Impact of parental genotype

Our experimental design included both pure breeds and the reciprocal crossed fetuses, allowing the exploration of the effect of paternal and maternal genotypes. No paternal genotype effect and only a moderate maternal genotype effect on intestinal gene expression (18 DEGs) were found in the current study. In contrast, a preferential paternal genotype effect was found on the gene expression in the piglet muscle from the same experiment [25], confirming that the parental genotype effect is a tissue-specific effect [42]. Thus, we focused on the complete model for identifying the main biological mechanisms of prenatal intestinal maturity.

### Biological implication of gene regulation in MS and LW during late gestation

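Over all 63 fetuses, the gestational age, additive and complete models together held 10062 DEPs in the fit without the sow, which is 86.4% of the DEPs.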

Eighty percent of DEPs (7632 DEPs corresponding to 3866 DEGs) were influenced by the fetal gestational age (distributed among the gestational age model, the additive model and the complete model), demonstrating the great switch of gene expression that occurred between day 90 and day 110 of gestation. This was already observed in muscle development at the end of gestation in pig [25] and in sheep [43]. The wide changes in intestinal gene expression at the end of gestation confirm this gestational phase as a critical period for intestinal functional maturation. Accordingly 70% of DEGs that best explained the gestational age- and genotype-induced changes (first component of sPLS analysis) of the first three selected phenotype parameters (blood fructose, intestinal lactase activity and villous height) in the multivariate analysis were included in the gestational age model. Similarly, functional maturation of the fetal intestine occurs during mid-late gestation in humans [16]. Indeed most of the digestive enzymes, nutrient transporters and molecules involved in lipid and glucose metabolism measured in the human fetal intestine begin to be detectable shortly after the period of morphogenesis and increase with gestational age [16, 44].

The gestational age-induced developmental pattern of genes involved in glucose and lipid metabolism discriminated the two porcine genotypes, providing further evidences that these key genes and biological functions are involved in maturation of piglet intestine. Body energy reserves, i.e. glycogen and fat, are important predisposing factors involved in the maturation of liver and muscle [45, 46]. Muscle transcriptomic analysis has previously underlined the higher ability of MS fetuses to store and mobilize glycogen, known to be essential for early postnatal survival [25]. 

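G6PC (probe A_72_P714188) rose in MS from -4.64 ± 0.79 (SD, n = 6) at day 90 to 0.72 ± 1.48 (SD, n = 7) at day 110, a log2 fold change of 5.36 (standard error 0.55, limma adjusted p = 1.89e-10). In LW the change was 3.09 (standard error 0.49, adjusted p = 9.21e-06) over the 61 fetuses and 3.32 (standard error 0.46, adjusted p = 4.75e-07) over all 63, with the omitted fetuses 484 and 469 at -5.99 and -0.84. At day 90 the probe was well above background on 5 of 6 MS arrays and 3 of 9 LW arrays, so the size of both changes depends on dim spots. The breeds differed in the change of G6PC by 2.27 (standard error 0.73, adjusted p = 0.341) over the 61 fetuses and 2.04 (standard error 0.72, adjusted p = 0.446) over all 63. It passed 0.01 with array weights only (2.95, adjusted p = 0.00674). PCK1 (O10937) rose in MS by 1.47 (standard error 0.40, limma adjusted p = 0.0150) and in LW by 0.27 (standard error 0.36, adjusted p = 0.734) over the 61 fetuses and 0.41 (standard error 0.34, adjusted p = 0.53) over all 63, with fetuses 484 and 469 at 1.86 and 3.40. The rise in MS passed 0.01 with array weights (adjusted p = 4.17e-04), under which the change in LW had the opposite sign (-0.06). LDHA (A_72_P086171) rose in MS by 0.88 (standard error 0.27, limma adjusted p = 0.0290) and in LW by 0.36 (standard error 0.23, adjusted p = 0.391) over the 61 fetuses and 0.34 (standard error 0.22, adjusted p = 0.390) over all 63, with fetuses 484 and 469 at 5.72 and 5.88. For LDHA, the rise in MS passed 0.01 with the authors' processed values (adjusted p = 0.00337), quantile normalization (0.00294) and array weights (8.93e-07). The difference between the breeds in these changes did not pass, with an adjusted p of 0.633 for PCK1 and 0.863 for LDHA over the 61 fetuses, and of 0.754 and 0.888 over all 63.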

Consistent with these data, the expression of *G6PC*, *PCK1* and *LDHA* was increased in the intestine of day 110-MS fetuses (Fig. 4a and c). In preterm piglets the intestinal expression of *LDHA* was previously reported to be down-regulated [47]. The gene *PPARGC1A* (or *PGC1ɑ)* is a transcription coactivator that modulates metabolic pathways after binding to different transcription factors [48, 49]. The knockdown of *PGC1ɑ* in mice almost abolishes the expression of *PCK1* and *G6PC* [50]. Insulin and IGFs by binding to IGF1R exert multiple mitogenic effects through activation of numerous signaling pathways like phosphaitidylinositol 3 kinase (PI3K) and MAPK. mTOR belongs to the PI3K related kinase family, integrates signals from growth factors, nutrients, energy and stress (hypoxia, DNA damage) to induce metabolism response and regulate the cell cycle that is required for embryonic development [51]. Therefore the increased expression of both *PPARGC1A* and targeted genes such as *mTOR*, *IGF1R* and *MAP2K1*, exclusively in day 110-MS fetuses (Fig. 4a and c) could explain the activated glucose and lipid metabolic processes and cell proliferation in MS at day 110 of gestation and participate to the better survival rate of MS neonates. 

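Between day 90 and day 110, MTOR (O2120) rose in MS by 1.13 (standard error 0.27, limma adjusted p = 0.00389), IGF1R (A_72_P064846) by 1.18 (standard error 0.21, limma adjusted p = 1.14e-04) and MAP2K1 (O10188) by 0.99 (standard error 0.16, limma adjusted p = 2.45e-05). In LW, MTOR changed by 0.04 (standard error 0.24, adjusted p = 0.947) over the 61 fetuses and -0.01 (standard error 0.23, adjusted p = 0.994) over all 63, with fetuses 484 and 469 at -3.80 and -4.20. This probe was well above background on 7 of 9 LW arrays at day 90. The sign of this LW change varied with the setting and none of its settings passed. The IGF1R change in LW was -0.03 (standard error 0.19, adjusted p = 0.959) over the 61 fetuses and 0.06 (standard error 0.18, adjusted p = 0.906) over all 63, with fetuses 484 and 469 at -1.43 and -0.72. MAP2K1 changed in LW by -0.31 (standard error 0.15, adjusted p = 0.195) over the 61 fetuses and -0.35 (standard error 0.14, adjusted p = 0.0913) over all 63, with the same fetuses at -2.80 and -3.50. For MAP2K1 the breeds differed in the change with age by 1.30 (standard error 0.22, adjusted p = 0.00130) over the 61 fetuses and 1.34 (standard error 0.21, adjusted p = 3.53e-04) over all 63. This difference did not pass 0.01 for MTOR (adjusted p = 0.374 and 0.303) or IGF1R (adjusted p = 0.108 and 0.118). With normexp background correction the rise in MS no longer passed for MTOR (adjusted p = 0.0334) or MAP2K1 (0.0261), nor did the MAP2K1 difference (0.548). With purebred fetuses alone, the MTOR rise (0.0139) and the MAP2K1 difference (0.0162) did not pass. Of the other probes of these genes, none had a rise in MS that passed, and the other 3 IGF1R probes changed in MS by -0.22 to 0.21.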

A greater energy reserve would better meet the high demand of the intestine for growth and functions at birth, and thereby potentially promote mucosal barrier development in agreement with the higher villous size measured in the intestine of day 110-MS fetuses. In addition the specific up-regulation of *SRPX2* and *PPARGC1A* expression in MS between day 90 and day 110 would promote angiogenesis thereby increasing nutrient supply to other organs, which is good for survival. Defaults in intestinal vasculature are also risk for postnatal enteral feeding in preterm neonates [18]. Overall one valuable key for maturity of the intestine could be a well-developed epithelial barrier and its vascularization associated with activated metabolic processes that provide energy reserves for functioning of other organs.

Another major difference between the two genotypes was the developmental pattern of the intestinal immune system. In contrast to MS, genes up-regulated at day 110 of gestation in LW are involved in phagocyte activation and inflammation (*PF4*, *CCL2* (also known as monocyte chemoattractant protein, *MCP1*) and *GBP1*) (Fig. 4b). 

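The PF4 probe of Table S3 was well above background on 6 of 9 LW arrays and 2 of 7 MS arrays at day 110, and on 2 of 9 LW arrays and 4 of 6 MS arrays at day 90. In no group did this reach 75% of the arrays, so the probe was below the filter and was not tested. Its mean log2 signal was -4.22 ± 1.62 (SD, n = 8) over the LW fetuses at day 110 that the study's fold changes use, with fetus 469 at -2.35, and -4.01 ± 1.64 (SD, n = 9) over all of them. It was -5.55 ± 0.60 (SD, n = 7) in MS at day 110. Differences between spots that are not well above background have no certain size.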

PF4 is released from activated platelets, acts to facilitate blood clotting and plays a key pro-inflammatory role in inflammatory bowel disease and NEC [17, 52]. CCL2 is a chemokine secreted by monocytes, macrophages and endothelial cells; a higher CCL2 secretion was reported in immature human intestine compared to mature xenograft [9]. GBP1, induced by interferon, is involved in early activation of immune response to pathogen infection [53]. Moreover a lower expression of *CD163* (Fig. 4c) and transforming growth factor beta 2 (*TGFB2*) (Additional file 8: Figure S2) was observed in day 110-LW fetuses compared to day 110-MS. 

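CD163, by the brightest of its probes in the study's tables, had a mean log2 signal at day 110 of -1.01 ± 0.54 (SD, n = 8) in LW over the fetuses of the study's fold changes, with fetus 469 at -0.80. It was -0.98 ± 0.51 (SD, n = 9) over all LW fetuses and 0.01 ± 0.27 (SD, n = 7) in MS. The difference of MS from LW was 1.02 (standard error 0.25, adjusted p = 0.00434) over the 61 fetuses and 1.00 (standard error 0.24, adjusted p = 0.00389) over all 63, with limma. With the slide as a block its adjusted p was 0.0160. Of the 6 CD163 probes tested, all were higher in MS and 3 passed 0.01. TGFB2 (probe A_72_P176121) had means of -1.41 ± 0.14 (SD, n = 8) in LW without fetus 469, which lay at -0.73, -1.34 ± 0.26 (SD, n = 9) over all LW fetuses and -0.93 ± 0.46 (SD, n = 7) in MS. This difference was 0.48 (standard error 0.19, adjusted p = 0.0884) over the 61 fetuses and 0.41 (standard error 0.19, adjusted p = 0.170) over all 63, and 2 of the 3 TGFB2 probes tested were higher in MS.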

CD163 is a differentiation marker of the macrophage lineage with increased expression along the differentiation process [54]. Pro-inflammatory monocytes from blood differentiate into non-inflammatory intestinal resident macrophages when stimulated by TGFB2 [55, 56]. Therefore a lower *CD163* and *TGFB2* expression in day 110-LW may indicate less mature monocytes in LW intestine. TGFB2 also improves immune development of immature intestinal epithelial cells, thereby preventing their excessive inflammatory response [57–59]. Expression and activity of TGFB2 were decreased in intestinal tissues from NEC patients [55]. 

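Between day 90 and day 110 the TGFB2 probe A_72_P176121 changed by -0.50 (standard error 0.18, adjusted p = 0.0797) over the 61 fetuses and -0.40 (standard error 0.18, adjusted p = 0.141) over all 63 in LW and by -0.43 (standard error 0.21, limma adjusted p = 0.220) in MS. MS and LW differed in this change by 0.07 (standard error 0.27, adjusted p = 0.998) over the 61 fetuses and -0.03 (standard error 0.27, adjusted p = 1.000) over all 63, with opposite signs in the 2 sets. LW fetus 484 at day 90 lay at -1.12. The 3 TGFB2 probes tested fell in both breeds and none passed.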

In our study *TGFB2* expression decreased between day 90 and day 110, but to a higher extent in LW. In contrast the expression and activity of TGFB2 in the intestine was reported to increase with advanced gestational age in humans and pigs, even though TGFB2 level is still low in human babies and pig neonates [17, 55, 60]. Further exploration is needed for understanding this discrepancy. The differentiation of maturated pro-inflammatory monocytes into intestinal resident macrophages and the progressive suppression of inflammation in intestinal epithelium cells are crucial for neonatal intestinal homeostasis and bacterial tolerance [17]. Overall the defective intestinal immune capacity associated with a higher pro-inflammatory status may indicate a lower immune defense ability and a higher risk of inflammatory response to environmental pathogens in LW neonates, that may participate to the higher morbidity and mortality scores reported in LW compared to MS neonates.

### Upstream regulators for prenatal intestinal maturity

IPA analysis revealed five upstream regulators with z-score ≥ 2. *NR3C1* (also known as glucocorticoid receptor, *GR*), with a higher z-score in day 110-MS than in day 110-LW fetuses, is involved in major physiological functions, including metabolism, cell growth and differentiation and immunity [61]. Glucocorticoids are well known to be involved in the late gestation to prepare organs to extra-uterine environment [45]. Serum cortisol level was reported to be higher and total *GR* expression in the liver was lower in newborn Erhualian piglet (a Chinese indigenous breed, close to MS) compared to LW piglet [62]. 

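At day 110, NR3C1 (probe A_72_P171036) had a mean log2 signal of -1.11 ± 0.36 (SD, n = 9) in LW, with fetus 469 at -0.98, and -3.19 ± 0.82 (SD, n = 7) in MS. MS differed from LW by -2.06 (standard error 0.26, adjusted p = 2.84e-08) over the 61 fetuses and -2.08 (standard error 0.25, adjusted p = 5.38e-09) over all 63, with limma. The 5 NR3C1 probes tested were all lower in MS, with differences from -2.08 to -0.04, and this probe was the only 1 to pass.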

Consistently, similar breed differences in intestinal *NR3C1* expression were observed between MS and LW at day 110 (Additional file 8: Figure S2). 

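In PPARGC1A (probe A_72_P077836), the difference of MS from LW at day 110 was 0.14 (standard error 0.18, adjusted p = 0.685) over the 61 fetuses and 0.16 (standard error 0.19, adjusted p = 0.684) over all 63, with limma. The mean log2 signal was 1.91 ± 0.31 (SD, n = 9) in LW. All 4 PPARGC1A probes tested were higher in MS, with differences from 0.12 to 0.65, and 1 of them passed an adjusted p of 0.01 with a difference of at least 0.5.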

*PPARGC1A* upstream regulator also displays a high activation z-score in MS and its expression is higher in day 110-MS compared to day 110-LW fetuses (Fig. 4c). In addition *PPARGC1A* is related to other upstream regulators and target genes of *PPARGC1A* were found to be consistently induced, making it the most interesting upstream regulator retrieved in our study. PPARGC1A has been reported to primarily regulate energy metabolism, especially fatty acid metabolism and gluconeogenesis, according to the nutrient/hormonal environment [48, 50]. In addition, activation of PPARGC1A is also of interest as it has being documented to coordinate the expression of anti-inflammatory properties and vascularization [49].

### Integration of blood and intestinal phenotypic variables and intestinal transcriptome

To get insight into the relationships between phenotype items and gene expression and to identify the key variables which can explain the biological outcomes of interest, sPLS was used to combine the phenotypic and microarray datasets without considering the fixed effects of fetal genotype and gestational age. Our correlation analysis revealed strong relationships between jejunum gene expression patterns and three phenotypic variables (blood fructose level, intestinal lactase activity and intestinal villous height). Piglet genotype did not modify the gestational age-induced increase in lactase activity, whereas it tended to modify the gestational age-induced changes in villous height (increase between day 90 and day 110) and blood fructose level (decrease between day 90 and day 110). Indeed, at day 110, higher values for villous height were observed in purebred MS and crossbred fetuses compared to purebred LW and the lowest values of fructose level were observed in crossbred MS and purebred MS. Blood fructose level was mostly correlated with genes involved in carbohydrate and lipid metabolisms, such as ketohexokinase (*KHK*), deiodinase 1 (*DIO1*) and *G6PC* (Fig. 7). Because of physiological differences in placentation between the two species, fructose is the primary hexose in the fetal pig blood but not in that of human [27]. Recently, fructose was demonstrated to stimulate trophectoderm cell proliferation and hyaluronic acid production, as did glucose, promoting the growth and development of the conceptus [63]. In addition, hyaluronic acid is an important promoter of embryonic vasculogenesis [64] and fructose has a better ability to stimulate anabolic metabolism than glucose in hepatocyte and cardiomyocytes through the action of KHK [65]. Therefore, the higher expression of genes involved in energy metabolism associated with the lower fructose level in day 110-MS fetuses may indicate advanced intestinal maturity in MS compared to LW piglets. Our data corroborates a recent metabolomics analysis in human neonates showing that insulin-dependent metabolism was inhibited in preterm compared to term babies [3]. Villous height was previously used as an intestinal maturity marker; the increasing villous height with fetal age means a greater absorptive area for enteral nutrition at birth [16]. Covarying with villous height, up-regulated expression of genes involved in carbohydrate and lipid metabolisms as well as in cellular movement such as *G6PC*, *KHK* and syndecan binding protein (or syntenin) 2 (*SDCBP2*), was observed in day 110-MS fetuses (Figs. 4c and 7). 

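KHK (probe O9619) rose in MS from -1.45 ± 0.38 (SD, n = 6) to 0.61 ± 0.60 (SD, n = 7) between day 90 and day 110, by 2.06 (standard error 0.28, limma adjusted p = 4.58e-07). In LW it rose by 1.5 (standard error 0.25, adjusted p = 1.90e-05) over the 61 fetuses and 1.55 (standard error 0.24, adjusted p = 2.81e-06) over all 63, with fetuses 484 and 469 at -1.08 and 0.91. At day 110, MS differed from LW by 0.62 (standard error 0.25, adjusted p = 0.102) over the 61 fetuses and 0.52 (standard error 0.25, adjusted p = 0.196) over all 63. SDCBP2 (probe O8499) rose in MS by 2.14 (standard error 0.34, limma adjusted p = 1.16e-05) and in LW by 1.69 (standard error 0.29, adjusted p = 5.50e-05) over the 61 fetuses and 1.75 (standard error 0.29, adjusted p = 1.15e-05) over all 63, with the same fetuses at -2.80 and -0.55. At day 110, SDCBP2 was higher in MS by 1.82 (standard error 0.30, adjusted p = 1.71e-05) over the 61 fetuses and 1.68 (standard error 0.30, adjusted p = 6.67e-05) over all 63.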

As discussed above, a higher metabolic activity could provide nutrient and energy for enterocyte proliferation and intestinal development. Moreover, *SDCBP2* was proved to affect cell survival and cell division through its high affinity to plasma membrane and nuclear phosphatidylinositol 4,5-bisphosphate [66]. Finally it is well known that increase in lactase expression is concurrent with the fetal increase in duodenal villi size and peaks at birth to handle milk lactose digestion [16]. Consistently, the gestational age-induced lactase activity was correlated with genes involved in energy metabolism. It is noticeable that the number of genes correlated with lactase activity changes and identified in the complete model was much lower than those correlated with blood fructose and villous height variables, suggesting that fetal intestinal lactase development is predominately an intrinsic age-related program [67]. Taken together, the three phenotypic variables highlighted in the current study were remarkably explained by clusters of overlapping DEGs. The additional analysis of phenotypic variables related to the mucosal immune system warrants further investigations.

## Conclusion

The results of this exploratory study provide a comprehensive overview of prenatal intestinal maturity. Considerable transcriptomic changes occurred during late gestation and were genotype-dependent. Improved epithelial structure and anabolic metabolism in day 110-MS fetuses highlighted the importance of mature intestinal metabolic capacities in neonates, corroborating the fact that metabolic dysfunction is associated with higher mortality risks in preterm infants. Blood fructose playing a great role in carbohydrate and lipid metabolism during late gestation was identified as a valuable clue of intestinal maturity and we propose that *PPARGC1A*, as an upstream gene regulator, may be a useful target to evaluate it. On the other hand, activated phagocytes and inflammatory response in day 110-LW fetuses may correlated to the delay in intestinal differentiation of macrophages and epithelial cells during late intestinal maturation. The expression profiles of genes related to immunity (*PF4, CCL2, GBP1, CD163 and TGFB2*) that could be valuable indicators of intestinal immune maturity in neonates, warrant further investigations with validation in the immature intestine of preterm newborns or neonates with intra-uterine growth retardation.

## Additional files

Additional file 1: Table S1. Concentration of blood parameters from umbilical cord of purebred fetuses (LW or MS) and crossbred fetuses (LWMS and MSLW) at 90 and 110 days of gestation [68–71]. (PDF 351 kb)

Additional file 2: Table S2. Primer sequences used for qRT-PCR. PPIA, peptidylprolyl isomerase A; TBP, TATA box binding protein; CCL2, C-C motif chemokine ligand 2; CIRBP, cold inducible RNA binding protein; FABP1, fatty acid binding protein 1; GBP1, guanylate binding protein 1; G6PC, Glucose 6 phosphatase; PPARGC1A, peroxisome proliferator-activated receptor gamma coactivator 1-alpha. (PDF 160 kb)

Additional file 3: Table S3. Complete list of DEPs depending on parental genotype effect. (XLSX 13 kb)

Additional file 4: Table S4. Complete list of DEPs in the four sub-models. The complete model involved 404 DEPs corresponding to 274 unique DEGs. The additive effect of gestational age and genotype was observed for 2871 DEPs corresponding to 1771 unique DEGs (30.2%). The gestational age effect that led to 4357 DEPs corresponding to 2462 unique annotated genes was the largest portion of DEPs (45.8%) while the effect of the fetal genotype included 1886 DEPs corresponding to 1251 unique DEGs (19.8%). (XLSX 898 kb)

Additional file 5: Figure S1. PCA analysis of the additive model, the gestational age model and the fetal genotype model. (a) For the gestational age model, the PC1 explained 30.0% of the total variance and segregated data from fetuses according to their age. (b) For the genotype model, the data from purebred LW and MS fetuses were clearly separated along the PC1 (24.3%) while the data from crossbred fetuses segregated on the PC3 (10.5%). (c) The gestational age segregation was also clear cut in PC1 (24.4%) of the additive model, while the purebred fetuses segregated on PC2 (16.2%). (PDF 153 kb)

Additional file 6: Table S5. Complete list of enriched GOBPs of four sub-models. The top 10 enriched biological pathways in the additive model were protein metabolism (cellular protein metabolism, protein folding and protein phosphorylation), cell cycle (mitotic cell cycle, cell division and apoptosis), blood coagulation, gene expression and cell adhesion. The top 10 enriched biological pathways of DEPs in the gestational age model were predominantly associated with protein metabolism, cell division (mRNA and RNA metabolism, apoptosis and anti-apoptosis, translation), blood coagulation, endocrine development and immunity. The top 10 enriched biological pathways in the fetal genotype model were mainly involved in cell cycle (cell cycle, cell division, negative regulation of apoptosis and chromatin modification), carbohydrate metabolism, immunity (cytokine signaling, interferon-gamma signaling), protein transport (protein transport and transmembrane transport) and blood coagulation. (XLSX 130 kb)

Additional file 7: Table S6. IPA Disease and function analysis of DEGs in MS and LW at day 110 compared to day 90. (XLS 37 kb)

Additional file 8: Figure S2. Box-plot representation of NR3C1 and TGFB2 expression in fetuses with different genotypes at 90 (d90) and 110 day (d110) of gestation. (PDF 120 kb)

Additional file 9: Table S7. Relationships between phenotypic variables and microarray data: list of genes selected within the first component of the sPLS analysis. Retained all gene-phenotypic variable pairs showed an absolute correlation score > 0.75. Related biological functions of selected genes was analyzed using IPA. (XLSX 36 kb)

Additional file 10: Figure S3. Box-plot representation of the seven tested genes in qPCR compared to their microarray expression. (PDF 359 kb)

## Abbreviations

CCL2: Chemokine ligand 2, c-c motif
CTNNB1: Catenin beta 1
DEGs: Differentially expressed genes
G6PC: Glucose 6 phosphatase catalytic subunit
GBP1: Guanylate binding protein 1
IGF1R: Insulin like growth factor 1 receptor
IUGR: Intrauterine growth restriction
KHK: Ketohexokinase
LDHA: Lactate dehydrogenase A
LW: Large White
MAP2K1: Mitogen activated protein kinase kinase 1
MS: Meishan
mTOR: mammalian target of rapamycin
NEC: Necrotizing enterocolitis
NR3C1: Nuclear receptor subfamily 3 group c member1
PCK1: Phosphoenolpyruvate carboxykinase 1
PF4: Platelet factor 4
PI3K: Phosphatidylinositol 3 kinase
PPARGC1A: Peroxisome proliferator-activated receptor gamma, coactivator 1 alpha
SDCBP2: Syndecan binding protein 2
SMS: Spermine synthase
sPLS: spare Partial Least Squares
STAT6: Signal transducer and activator of transcription 6
SRPX2: Sushi-repeat containing protein x-linked 2
TGFB2: Transforming growth factor beta 2
THRB: Thyroid hormone receptor beta

# Supplementary material for: Comparing the intestinal transcriptome of Meishan and Large White piglets during late fetal development reveals genes involved in glucose and lipid metabolism and immunity as valuable clues of intestinal maturity
**Source:** BMC Genomics. 2017 Aug 22;18:647. doi: 10.1186/s12864-017-4001-2
**Supplement:** Supplementary file 1 — Concentration of blood parameters from umbilical cord of purebred fetuses (LW or MS) and crossbred fetuses (LWMS and MSLW) at 90 and 110 days of gestation [68–71].

Additional file 1: Table S1. Blood parameter concentration from umbilical artery and vein of purebred fetuses (LW or MS) and crossbred fetuses (LWMS and MSLW) at 90 days and 110 days of gestation

| Gestational age (days) |                      | 90                        |                           |                           |                           | 110                       |                           |                           |                           | P-level |       |       | Method used for analysis                                                                |
|------------------------|----------------------|---------------------------|---------------------------|---------------------------|---------------------------|---------------------------|---------------------------|---------------------------|---------------------------|---------|-------|-------|-----------------------------------------------------------------------------------------|
|                        |                      | LW                        | MSLW                      | LWMS                      | MS                        | LW                        | MSLW                      | LWMS                      | MS                        | T       | G     | T × G |                                                                                         |
| Arterial               | glucose, mmol/L      | 1.87 ± 0.19               | 2.02 ± 0.19               | 2.12 ± 0.26               | 2.27 ± 0.17               | 2.51 ± 0.16               | 2.64 ± 0.33               | 2.00 ± 0.26               | 2.14 ± 0.22               | 0.14    | 0.78  | 0.16  | Enzymatically (Glucose RTU kit: #61269, Biomérieux, Marcy l'étoile, France) [68]        |
| Venous                 | glucose, mmol/L      | 1.98 ± 0.22               | 2.01 ± 0.23               | 2.25 ± 0.22               | 2.58 ± 0.27               | 2.72 ± 0.22               | 2.94 ± 0.27               | 2.17 ± 0.22               | 2.36 ± 0.25               | 0.06    | 0.06  | 0.06  | Enzymatically (Glucose RTU kit: #61269, Biomérieux, Marcy l'étoile, France) [68]        |
| Arterial               | fructose, mmol/L     | 6.25 ± 0.57 <sup>cd</sup> | 7.93 ± 0.51 <sup>e</sup>  | 5.77 ± 0.62 <sup>c</sup>  | 7.24 ± 0.48 <sup>de</sup> | 2.77 ± 0.48 <sup>ab</sup> | 3.13 ± 0.58 <sup>b</sup>  | 1.39 ± 0.18 <sup>a</sup>  | 1.83 ± 0.13 <sup>ab</sup> | <0.01   | <0.01 | 0.07  | Enzymatically (D-Fructose kit: #984302, Thermo Fisher Scientific, Vantaa, Finland) [68] |
| Venous                 | fructose, mmol/L     | 5.96 ± 0.44 <sup>bc</sup> | 7.58 ± 0.47 <sup>c</sup>  | 5.79 ± 0.44 <sup>bc</sup> | 7.25 ± 0.54 <sup>c</sup>  | 2.81 ± 0.44 <sup>a</sup>  | 3.22 ± 0.54 <sup>ab</sup> | 1.39 ± 0.44 <sup>a</sup>  | 1.85 ± 0.50 <sup>a</sup>  | <0.01   | <0.01 | 0.10  | Enzymatically (D-Fructose kit: #984302, Thermo Fisher Scientific, Vantaa, Finland) [68] |
| Arterial               | lactate, mmol/L      | 2.31 ± 0.11 <sup>ab</sup> | 2.72 ± 0.18 <sup>bc</sup> | 4.08 ± 0.76 <sup>cd</sup> | 4.96 ± 1.12 <sup>d</sup>  | 2.96 ± 0.41 <sup>bc</sup> | 2.51 ± 0.38 <sup>ab</sup> | 1.57 ± 0.12 <sup>ab</sup> | 1.07 ± 0.11 <sup>a</sup>  | <0.01   | 0.57  | <0.01 | Enzymatically (Lactate PAP kit: #61192, Biomérieux, Marcy l'étoile, France) [68]        |
| Venous                 | lactate, mmol/L      | 2.50 ± 0.41 <sup>bc</sup> | 2.78 ± 0.44 <sup>bc</sup> | 4.10 ± 0.41 <sup>c</sup>  | 4.92 ± 0.50 <sup>c</sup>  | 2.93 ± 0.41 <sup>bc</sup> | 2.71 ± 0.50 <sup>bc</sup> | 1.73 ± 0.41 <sup>ab</sup> | 1.25 ± 0.47 <sup>a</sup>  | <0.01   | 0.46  | <0.01 | Enzymatically (Lactate PAP kit: #61192, Biomérieux, Marcy l'étoile, France) [68]        |
| Arterial               | albumin, g/L         | 5.13 ± 0.24 <sup>a</sup>  | 6.93 ± 0.25 <sup>bc</sup> | 6.26 ± 0.42 <sup>bc</sup> | 6.46 ± 0.52 <sup>bc</sup> | 6.42 ± 0.34 <sup>bc</sup> | 5.95 ± 0.30 <sup>ab</sup> | 7.19 ± 0.24 <sup>c</sup>  | 8.41 ± 0.42 <sup>d</sup>  | <0.01   | <0.01 | <0.01 | Colorimetric (Albumin Kit: #6105, Biomérieux, Marcy l'étoile, France) [68]              |
| Venous                 | albumin, g/L         | 4.73 ± 0.25 <sup>a</sup>  | 6.29 ± 0.42 <sup>b</sup>  | 6.04 ± 0.37 <sup>b</sup>  | 7.47 ± 0.24 <sup>c</sup>  | 5.92 ± 0.34 <sup>b</sup>  | 5.82 ± 0.28 <sup>b</sup>  | 7.31 ± 0.29 <sup>c</sup>  | 8.51 ± 0.30 <sup>d</sup>  | <0.01   | 0.04  | 0.04  | Colorimetric (Albumin Kit: #6105, Biomérieux, Marcy l'étoile, France) [68]              |
| Arterial               | cortisol, ng/mL      | 21.04 ± 2.66              | 15.27 ± 3.16              | 17.56 ± 1.76              | 17.01 ± 2.85              | 44.01 ± 6.10              | 39.92 ± 4.17              | 61.35 ± 14.63             | 73.44 ± 13.52             | <0.01   | 0.38  | 0.49  | Radioimmunoassay [69]                                                                   |
| Venous                 | cortisol, ng/mL      | 21.26 ± 5.82              | 14.78 ± 6.18              | 20.06 ± 6.18              | 17.59 ± 7.14              | 41.08 ± 5.82              | 35.51 ± 7.14              | 46.16 ± 5.82              | 63.05 ± 6.60              | <0.01   | 0.10  | 0.34  | Radioimmunoassay [69]                                                                   |
| Arterial               | noradrenaline, ng/mL | 2.51 ± 0.64               | 1.06 ± 0.33               | 2.37 ± 0.60               | 0.63 ± 0.17               | 3.83 ± 0.74               | 1.95 ± 0.49               | 2.34 ± 0.58               | 3.45 ± 0.85               | <0.01   | 0.06  | 0.12  | HPLC assay with electrochemical detection [70] after solvent extraction [71]            |
| Venous                 | noradrenaline, ng/mL | 1.12 ± 0.32               | 0.71 ± 0.36               | 0.96 ± 0.34               | 0.68 ± 0.48               | 2.93 ± 0.34               | 1.61 ± 0.43               | 1.48 ± 0.36               | 2.14 ± 0.36               | <0.01   | 0.09  | 0.67  | HPLC assay with electrochemical detection [70] after solvent extraction [71]            |
| Arterial               | adrenaline, ng/mL    | 1.05 ± 0.56               | 1.08 ± 0.49               | 0.91 ± 0.13               | 2.33 ± 1.84               | 0.61 ± 0.44               | 0.10 ± 0.02               | 0.10 ± 0.03               | 0.13 ± 0.02               | <0.01   | 0.86  | 0.37  | HPLC assay with electrochemical detection [70] after solvent extraction                 |

|                          |                           |                            |                             |                            |                             |                             |                            |                             |       |      |       |                                                                              |
|--------------------------|---------------------------|----------------------------|-----------------------------|----------------------------|-----------------------------|-----------------------------|----------------------------|-----------------------------|-------|------|-------|------------------------------------------------------------------------------|
|                          |                           |                            |                             |                            |                             |                             |                            |                             |       |      |       | [71]                                                                         |
| Venous adrenaline, ng/mL | 0.15 ± 0.09               | 0.38 ± 0.11                | 0.27 ± 0.12                 | 0.24 ± 0.19                | 0.14 ± 0.10                 | 0.11 ± 0.13                 | 0.08 ± 0.15                | 0.08 ± 0.12                 | 0.04  | 0.76 | 0.54  | HPLC assay with electrochemical detection [70] after solvent extraction [71] |
| Arterial dopamine, ng/mL | 0.21 ± 0.03               | 0.18 ± 0.03                | 0.18 ± 0.05                 | 0.62 ± 0.35                | 0.49 ± 0.16                 | 0.29 ± 0.03                 | 0.61 ± 0.20                | 0.89 ± 0.35                 | <0.01 | 0.07 | 0.40  | HPLC assay with electrochemical detection [70] after solvent extraction [71] |
| Venous dopamine, ng/mL   | 0.19 ± 0.11               | 0.18 ± 0.12                | 0.16 ± 0.14                 | 0.40 ± 0.19                | 0.33 ± 0.12                 | 0.27 ± 0.15                 | 0.47 ± 0.12                | 0.76 ± 0.14                 | 0.01  | 0.03 | 0.44  | HPLC assay with electrochemical detection [70] after solvent extraction [71] |
| Arterial total T4, µg/dL | 3.70 ± 0.15 <sup>a</sup>  | 5.10 ± 0.16 <sup>bc</sup>  | 4.68 ± 0.14 <sup>ab</sup>   | 5.10 ± 0.29 <sup>bc</sup>  | 5.92 ± 0.50 <sup>c</sup>    | 5.87 ± 0.50 <sup>c</sup>    | 5.64 ± 0.37 <sup>bc</sup>  | 6.14 ± 0.43 <sup>c</sup>    | <0.01 | 0.02 | 0.05  | Automated immunoassay (AIA-360, Tosoh Bioscience, San Francisco, CA)         |
| Arterial free T4, µg/dL  | 0.98 ± 0.05 <sup>a</sup>  | 1.40 ± 0.04 <sup>b</sup>   | 1.35 ± 0.03 <sup>b</sup>    | 1.38 ± 0.04 <sup>b</sup>   | 1.48 ± 0.10 <sup>b</sup>    | 1.44 ± 0.15 <sup>b</sup>    | 1.27 ± 0.06 <sup>b</sup>   | 1.44 ± 0.06 <sup>b</sup>    | 0.01  | 0.01 | <0.01 | Automated immunoassay (AIA-360, Tosoh Bioscience, San Francisco, CA)         |
| Arterial total T3, ng/dL | 22.73 ± 0.99 <sup>a</sup> | 26.87 ± 2.12 <sup>ab</sup> | 38.56 ± 8.87 <sup>abc</sup> | 53.38 ± 11.16 <sup>c</sup> | 38.74 ± 3.08 <sup>abc</sup> | 35.17 ± 3.54 <sup>abc</sup> | 44.98 ± 4.90 <sup>bc</sup> | 39.61 ± 5.16 <sup>abc</sup> | 0.08  | 0.07 | 0.07  | Automated immunoassay (AIA-360, Tosoh Bioscience, San Francisco, CA)         |
| Arterial free T3, ng/dL  | 0.58 ± 0.02               | 0.73 ± 0.08                | 1.16 ± 0.31                 | 1.41 ± 0.40                | 0.96 ± 0.09                 | 0.85 ± 0.10                 | 0.97 ± 0.12                | 0.93 ± 0.12                 | 0.90  | 0.26 | 0.21  | Automated immunoassay (AIA-360, Tosoh Bioscience, San Francisco, CA)         |
| Arterial IGF1, ng/mL     | 31.68 ± 3.31              | 24.31 ± 3.19               | 25.40 ± 1.95                | 21.56 ± 1.81               | 29.36 ± 4.06                | 26.08 ± 2.95                | 26.71 ± 1.89               | 33.17 ± 6.20                | 0.25  | 0.37 | 0.23  | IRMA IGF-1 kit [68]                                                          |

Within a same row, means (SEM) (n=6-9/group) not sharing the same superscript letter differ significantly ( $P \leq 0.05$ ) for the effects of gestational age (Time, T) and of genotype (G)

LW, purebred fetuses from Large White sows; MSLW, crossbred fetuses from Large White sows; LWMS, crossbred fetuses from Meishan sows; MS, purebred fetuses from Meishan sows

# Supplementary material for: Comparing the intestinal transcriptome of Meishan and Large White piglets during late fetal development reveals genes involved in glucose and lipid metabolism and immunity as valuable clues of intestinal maturity
**Source:** BMC Genomics. 2017 Aug 22;18:647. doi: 10.1186/s12864-017-4001-2
**Supplement:** Supplementary file 2 — Primer sequences used for qRT-PCR. PPIA, peptidylprolyl isomerase A; TBP, TATA box binding protein; CCL2, C-C motif chemokine ligand 2; CIRBP, cold inducible RNA binding protein; FABP1, fatty acid binding protein 1; GBP1, guanylate binding protein 1; G6PC, Glucose 6 phosphatase; PPARGC1A, peroxisome proliferator-activated receptor gamma coactivator 1-alpha.

Additional file 2: Table S2. Primer sequences used for qRT-PCR.

PPIA, peptidylprolyl isomerase A; TBP, TATA box binding protein; CCL2, C-C motif chemokine ligand 2; CIRBP, cold inducible RNA binding protein; FABP1, fatty acid binding protein 1; GBP1, guanylate binding protein 1; G6PC, Glucose 6 phosphatase; PPARGC1A, peroxisome proliferator-activated receptor gamma coactivator 1-alpha.

| Gene names | Accession number | Sequence of primers, 5' -3'  |                            |
|------------|------------------|------------------------------|----------------------------|
|            |                  | Forward                      | Reverse                    |
| PPIA       | NM_214353        | AGCACTGGGGAGAAAGGATT         | AAAAC TGGGAACCGTTTGTG      |
| TBP        | DQ845178.1       | AACAGTTCAGTAGTTATGAGCCAGA    | AGATGTTCTCAAACGCTTCG       |
| CCL2       | NM_214214.1      | CCTCATCCTCCAGCATGAAGGTCTCTGC | GGTGGAGTCAGGCTTCAAGGCTTCGG |
| CD163      | NM_213976        | GATGTTCTGCCCATTTAAGTTCCT     | TGACCAAGCAGGCACTGAGA       |
| CIRBP      | NM_001246197.1   | GCATCAGACGAGGGCAAAC          | CCCTGTCCTTCACTACTACCAC     |
| FABP1      | NM_001004046.1   | ATCGTGCAGAATGGGAAGCA         | ACTGAACCACTGTCTTGACC       |
| GBP1       | NM_001128473.1   | AGAGCAAGAGAGGACGATGG         | AAAGCGCTCTTCTCCAGTTC       |
| G6PC       | EU295557.1       | CGGCTTTCGGTGCTTGAA           | CTGCACAGTCCAGAATCCCA       |
| PPARGC1A   | NM_213963.1      | CGCAAGCAATTTTCAAGTCTAAC      | GGAAGCAGGATCAAAGTCATCTG    |

# Supplementary material for: Comparing the intestinal transcriptome of Meishan and Large White piglets during late fetal development reveals genes involved in glucose and lipid metabolism and immunity as valuable clues of intestinal maturity
**Source:** BMC Genomics. 2017 Aug 22;18:647. doi: 10.1186/s12864-017-4001-2

**Additional file 5: Figure S1.** PCA analysis of the additive model, the gestational age model and the fetal genotype model. (a) For the gestational age model, the PC1 explained 30.0% of the total variance and segregated data from fetuses according to their age. (b) For the genotype model, the data from purebred LW and MS fetuses were clearly separated along the PC1 (24.3%) while the data from crossbred fetuses segregated on the PC3 (10.5%). (c) The gestational age segregation was also clear cut in PC1 (24.4%) of the additive model, while the purebred fetuses segregated on PC2 (16.2%).

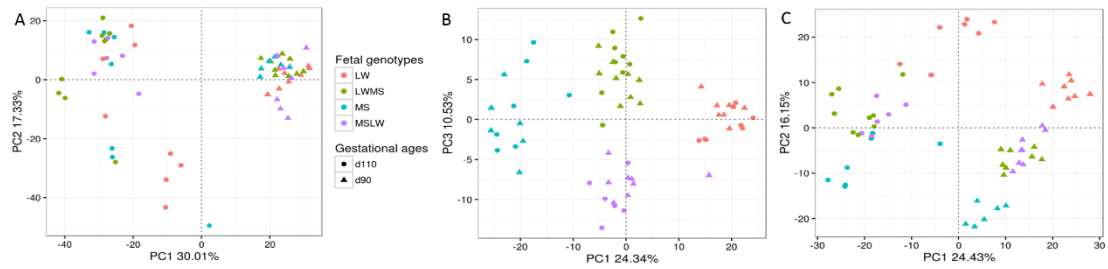

**Supplement:** Supplementary file 5 — PCA analysis of the additive model, the gestational age model and the fetal genotype model. (a) For the gestational age model, the PC1 explained 30.0% of the total variance and segregated data from fetuses according to their age. (b) For the genotype model, the data from purebred LW and MS fetuses were clearly separated along the PC1 (24.3%) while the data from crossbred fetuses segregated on the PC3 (10.5%). (c) The gestational age segregation was also clear cut in PC1 (24.4%) of the additive model, while the purebred fetuses segregated on PC2 (16.2%).

# Supplementary material for: Comparing the intestinal transcriptome of Meishan and Large White piglets during late fetal development reveals genes involved in glucose and lipid metabolism and immunity as valuable clues of intestinal maturity
**Source:** BMC Genomics. 2017 Aug 22;18:647. doi: 10.1186/s12864-017-4001-2
**Supplement:** Supplementary file 8 — Box-plot representation of NR3C1 and TGFB2 expression in fetuses with different genotypes at 90 (d90) and 110 day (d110) of gestation.

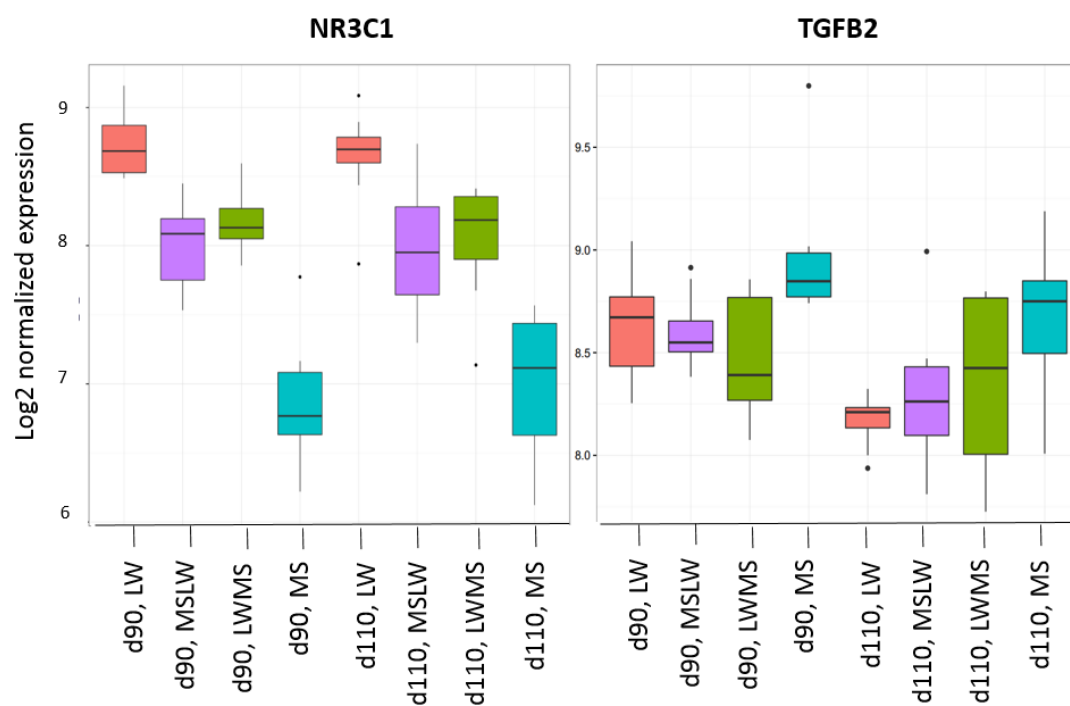

**Additional file 8: Figure S2.** Box-plot representation of NR3C1 and TGFB2 expression in fetuses with different genotypes at 90 (d90) and 110 day (d110) of gestation. LW, purebred fetuses from Large White sows; MSLW, crossbred fetuses from Large White sows; LWMS, crossbred fetuses from Meishan sows; MS, purebred fetuses from Meishan sows.

How the deposited data were processed for this re-analysis (not part of the article)

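Jejunum RNA of 63 male fetuses was measured on one-colour Agilent 8×60K porcine arrays, with 1 fetus per array and 7 or 8 arrays on each of 8 slides. The groups were LW, MS, LWMS and MSLW fetuses at day 90 and day 110, of 6 to 9 fetuses each, and each fetus was assigned to its group from the sample labels.

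The authors deposited the scanner output of each array as Agilent Feature Extraction wrote it, with linear spot intensity before and after background correction and flags for each spot. Each array held 61625 spots, of which 1319 were control spots, and no spot was saturated. The authors also deposited a matrix of log2 values for 39446 probes. By comparison with the scanner values, these are log2 median spot intensities that were quantile normalized across arrays, which the paper's text does not state. The rule that selected the 39446 probes is not stated there either.

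From the scanner files, the log2 of the background-corrected intensity was taken and the 75th percentile of the array was subtracted. Control spots were left out and outlier spots were set to missing, so that 2775 of the tested probes lacked at least 1 value. Spots of 1 probe were averaged. A probe was tested when it was well above background on at least 75% of the arrays of at least 1 group, which 40515 of 60305 probes were. The background subtraction makes the size of changes near the floor of the array uncertain, and the filter decides how many tests the adjustment of p-values covers.

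The means of the 8 groups were fitted to each probe by least squares, and variances were moderated with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0. An F test of all differences between groups was called at an adjusted p under 0.01, and its probes were divided among complete, additive, gestational age and genotype models by the lowest BIC. Differences by the breed of the sow or sire, and their interactions with age, were called at an adjusted p under 0.05. Changes between ages and differences between MS and LW were called at an adjusted p of at most 0.01 with an absolute log2 difference of at least 0.5, and the breed by age interaction at an adjusted p of at most 0.01. The study put its 0.01 on the F-type test, so these calls follow another rule than its lists. All p-values were adjusted by the Benjamini-Hochberg method over the probes tested and are two-sided. Differences are MS minus LW and day 110 minus day 90. Contrasts of a few fetuses per group use a variance estimated over all groups.

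The study's model had the sow as a random effect. The sow of each fetus was not used here, so litter mates count as independent fetuses. Fetuses 484 (LW, day 90) and 469 (LW, day 110) do not enter the fold changes of the study, and values without them are given beside values with them. This set of 61 fetuses was found from the values of Table S4.

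The genes named are those that the study names in Tables 1, 2 and S3 or in its text on the arrays, and the probes with the largest breed by age interaction. A gene was represented by the brightest of the probes that the study's tables pair with it. Gene names are those of the study's tables or of the array files. Where a probe was not well above background on any array of a group, a fold given as at least a value is a bound against the lowest signal well above background. Fitted differences use the signals as measured, also under that level, and are not bounds.

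Alternatives were the authors' processed values, normexp background correction with an offset of 50, quantile normalization, median centring, no filter on dim probes, a filter that requires all arrays, the slide as a block, array weights, an ordinary linear model, purebred fetuses alone, other scalings of the PCA and no minimum fold change. These and the tests of the counts and genes were set before the data were examined. The steps were tested on simulated data in which 200 of 40515 probes were changed. With a log2 change of 1.5, the steps recovered 82.0% of them for the change with age in LW, 84.5% for MS against LW at day 110, 65.5% for the breed by age interaction, 87.5% for the F test and 79.0% for the complete model. With a change of 0.5, 64.5% were recovered for the breed of the sire, and with a change of 1, 62.5% for the interaction of the sow's breed with age. Each count was also compared with those of 100 splits of the same fetuses, the real one included. The number of arrays limits the precision of each group mean. Phenotypes, blood measures, qPCR and pathway scores of the paper were not analysed here.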

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

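The tests of adrenal tissue, of exchanged labels, of the arrays of fetuses 450 and 823 and of the slide in the breed by age interaction were chosen after the results were seen. The comparison with other splits of the fetuses was set beforehand.

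In 14 of 160 sets of values, a set being 1 group of fetuses and 1 measure, a single fetus lay far from the rest of its group, where chance gives about 1 in 20. MSLW fetus 450 at day 90 did so for 4 genes. Its log2 signal was -0.51 for CCL2 (0.0 is the 75th percentile of the array, and the other fetuses of the group had 1.17 to 1.74), -0.70 for GBP1 (others 0.43 to 1.01), 2.03 for PPARGC1A (others 0.74 to 1.18) and 4.71 for THRB (others 3.69 to 4.07). A dim array was tested as a technical explanation. On its array 68.4% of probes were well above background, inside the range of 56.3 to 70.7% in the rest of its group, which argues against it. A wrong label or a difference of this fetus or its litter stays open and was not tested.

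MS fetus 632 at day 110 lay low for GBP7, at -3.74 (others -1.93 to -0.99), and for KHK, at -0.62 (others 0.47 to 1.27). Fetuses 484 and 469, which the study's fold changes leave out, lay apart for PPARGC1A in LW at day 90 (0.0617, others 1.13 to 1.64) and for TGFB2 in LW at day 110 (-0.73, others -1.72 to -1.27). The remaining values were 0.0023 for CCL2 in LWMS fetus 411 at day 110 (others 0.87 to 1.70), 5.07 for LDHA in LWMS fetus 609 at day 110 (others 5.62 to 6.03), 0.51 for TGFB2 in MS fetus 532 at day 90 (others -0.92 to -0.46), -2.08 for KHK in MSLW fetus 498 at day 90 (others -1.64 to -1.39) and -3.18 for NR3C1 in LWMS fetus 633 at day 110 (others -2.32 to -1.45). No explanation of these values was tested, technical or biological.

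On the array of LWMS fetus 823 at day 90, 87.6% of probes were well above background, against 59.2 to 67.5% in the rest of its group. A low local background would raise this share. Its median local background was 19 intensity units, inside the range of 17.5 to 59 of the others, which argues against a low background. More RNA or dye on the array would raise its signal. The 75th percentile of its signal was 956 intensity units, inside the range of 534 to 1092 of the others, which argues against this too. Its median signal, 136 units, was however the highest of the group, next to 132 on the array of LWMS fetus 825. The array of fetus 825, with a 75th percentile of 1092, had 63.0% of probes well above background. Its local background of 59 would lower that share, so it is a weak comparison. The source of the high share stays open, and no biological explanation was tested.

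The change with age differed between MS and LW for 7 probes. In CYP11A1, probes A_72_P381703, the RefSeq-named probe gi|47523911|ref|NM_214427.1|, O9155 and A_72_P684857 had fitted differences of -7.53, -7.44, -7.41 and -6.67, which are not sizes, since these probes were not well above background on any MS array at day 110. For CYP11A1 probe A_72_P545357, which was well above background on all 7 of those arrays, the difference was -2.05 (adjusted p = 0.0686), so the size and the call depend on the probe. As a bound for A_72_P381703, MS at day 90 had at least 37.4-fold the LW level at day 90. GBP1 probe A_72_P541958 had a difference of -1.71 (adjusted p = 0.00694, and 0.0193 over the 61 fetuses), C1orf63 probe O14289 one of -1.60 (adjusted p = 0.00764, and 0.00719 over the 61 fetuses) and MAP2K1 probe O10188 one of 1.34. With the slide as a block 6 of the 7 probes passed, which argues against slide differences for most of this set. Of 100 splits of the fetuses, 1, the real one, gave as many probes, which argues against chance among single fetuses. The splits do not model litters, so differences between litters stay possible. A difference between the breeds in the timing of maturation is an open explanation that the design names and was not tested. For GBP1 and MAP2K1, other probes of the gene did not pass. All 4 GBP1 probes tested had a lower change with age in MS than in LW, with differences from -1.71 to -1.15. This argues against a variant under a single probe for GBP1, although probes of 1 gene can overlap. The 6 MAP2K1 probes had differences from -0.13 to 1.34, of which 5 were higher and 1 was lower in MS. A variant under a single probe therefore stays open for MAP2K1.

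CYP11A1 encodes a steroidogenic enzyme, and adrenal tissue in some samples was tested as a technical source. STAR, an abundant adrenal transcript, was well above background on 6 of 15 arrays of fetuses from MS sows at day 90, on 5 of 8 MSLW and on 2 of 9 LW arrays. Over the 15 probes of STAR, CYP21A2 and MC2R, fetuses from MS sows differed from LW at day 90 by -0.44 to 0.55 in mean log2 signal, and no probe was well above background on more of their 15 arrays than the 6 of STAR. The brightest CYP17A1 probe was so on 3 of the 15, but on 5 of 7 MS arrays at day 110. HSD3B1, measured on 14 of the 15 arrays and on all 9 LW arrays, differed by 0.46, whereas A_72_P381703 was well above background on all 15 and on no LW array. Adrenal tissue would have brought these transcripts too, which argues against it as the source of CYP11A1. Expression in the jejunum stays open, and other steroid-producing tissue was not tested. In the MSLW group at day 90, fetuses 455, 485 and 738 lay at -0.60, -0.63 and -0.18 for A_72_P381703, in the range of fetuses from MS sows. An exchange of labels with such fetuses would also bring their SRPX2 level, and 0 of the 3 had it, which argues against an exchange. A difference between litters may account for the spread, but the sow of each fetus was not used and this was not tested.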

How the results depend on the processing

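The comparison over 61 fetuses was chosen after the data were seen, and all other alternatives of this part were planned.

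No paired analysis was possible because no fetus was assigned to its sow here. Litters would pair LW with MSLW and MS with LWMS fetuses.

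Of 77 values of 19 named genes, 36 passed their threshold. Over 683 alternatives of these values, 633 had the same direction and side of the threshold, 19 no longer passed, 14 newly passed and 17 had the opposite sign. Of the 77 values, 48 were the same under every alternative run. For counts of probes, a change of more than 1.5 times is given next, and the other counts stayed within 1.5 times.

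Array weights moved most counts. With them, 20694 probes passed the F test, 1656 fell in the complete, 7234 in the additive and 3305 in the genotype model, 746 (220 higher and 526 lower) passed the interaction of the sow's breed with age, 13229 (7164 and 6065) the breed of the sow, 6274 (3111 and 3163) the breed of the sire and 1 the interaction of the sire's breed with age. The change with age gave 3293 probes in LW and 4663 in MS, the breed by age interaction 56 (27 and 29), and MS against LW 6364 (3187 and 3177) at day 110 and 2918 at day 90. The cause was not tested.

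With the authors' processed values, the interaction of the sow's breed with age passed for 281 probes and the breed by age interaction for 12 (4 higher and 8 lower), 7 of them also called with the main settings. Normexp background correction gave 357 probes (90 higher and 267 lower) for the interaction of the sow's breed with age, and the cause was not tested.

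With median centring, 1119 probes changed with age in LW. This centring also moved the balance of directions, to 153 higher and 44 lower for the interaction of the sow's breed with age, 4863 and 1690 for the breed of the sow, 629 and 1360 for the breed of the sire, 639 and 285 for the change with age in MS and 743 and 673 for MS against LW at day 110. Relative to the main centring, the median probe shifted by 0.16 for the interaction of the sow's breed with age, 0.10 for the breed of the sow, 0.12 for the change with age in MS, 0.12 for MS against LW at day 110 and 0.15 for the breed by age interaction, so numbers of higher against lower probes hold only relative to the 75th percentile. With quantile normalization the split was 120 and 61 for the interaction of the sow's breed with age, and 2 and 6 for the breed by age interaction.

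With no filter, over 60305 probes, the interaction of the sow's breed with age passed for 98. With a filter of all arrays, over 26543 probes, the counts were 277 in the complete and 1019 in the genotype model, 90 for the interaction of the sow's breed with age, 1749 for the breed of the sire, 1245 for MS against LW at day 110 and 861 at day 90. Under this filter 0 probes passed the breed by age interaction with limma, 1593 did so at an unadjusted p under 0.05, and 2 of the 7 probes of the main settings were among those tested. Fewer probes tested lower these counts by construction.

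With the slide as a block, 744 probes fell in the complete model and 87 passed the interaction of the sow's breed with age. With purebred fetuses alone, the change with age gave 1200 probes in LW and 674 in MS and the breed by age interaction 4, with fewer fetuses behind the variance. The share of PC1 for the probes of Table S3 was 30.6% under the filter of all arrays, which leaves 13 probes and no CYP11A1 probe of the 4, and 33.1% with probes scaled.

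Values with the opposite sign were small. With array weights these were SRPX2 by the sire (0.0312), GBP7 with age in MS (0.12), PCK1 with age in LW (-0.0606), LDHA at day 110 (0.29), MTOR with age in LW (0.15) and the TGFB2 breed by age interaction (0.0217). With median centring they were LDHA at day 110 (0.0153) and the TGFB2 interaction (0.12). The authors' processed values gave 0.0233 for MTOR with age in LW and 0.0687 for the TGFB2 interaction. Normexp gave 0.0302 for MAP2K1, 0.21 for MTOR and 0.22 for CYP11A1 with age in LW. The slide as a block gave 0.0042 for MTOR with age in LW. Over the 61 fetuses, the signs of IGF1R (-0.0268) and MTOR (0.0439) with age in LW and of the TGFB2 interaction (0.0670) were opposite. None of these values passed its threshold, and the cause was not tested.

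Signal over background limits the dim probes. Those of CYP11A1, SMS, G6PC, MTOR and PF4 were not well above background on 2 or more arrays of at least 1 group, and MAP2K1 and SDCBP2 on 1 array of 1 group. Fold changes near the floor depend on the background correction. With normexp, MTOR rose in MS by 0.55 in place of 1.13 and differed between MS and LW at day 110 by 0.57.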

Differences from the paper's values

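The shares of the standard deviation and the set of 61 fetuses were chosen after the values were seen.

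The paper's number of probes for the interaction of the sow's breed with gestational age is 28, and the number here is 157. Under every alternative set before the data were examined the number also differs: 281 with the authors' processed values, 357 with normexp, 181 with quantile normalization, 197 with median centring, 98 with no filter, 90 with the filter of all arrays, 87 with the slide as a block, 746 with array weights and 164 with an ordinary linear model.

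For the PCA of the probes of Table S3, the paper's shares of PC1, PC2 and PC3 are 44.2%, 12.1% and 10.0%, against 81.4%, 7.00% and 2.55% here. Of the alternatives set before the data were examined, PC1 falls within 1.5 times the paper's share under the filter of all arrays (30.6%) and with probes scaled (33.1%), PC2 with probes scaled (17.8%) but not under the filter of all arrays (21.6%), and PC3 under the filter of all arrays (14.2%) and with probes scaled (8.81%). The other alternatives differ for PC1, PC2 and PC3. On another scale, chosen after seeing the values by trying fetus sets, scalings and sums of components, the shares of the standard deviation over the first 10 components, from the authors' values of the 61 fetuses, are 44.2%, 12.1% and 10.0%, where the same PCA gives 80.2%, 6.02% and 4.12% of the variance. For the complete model this scale gives 29.6%, 15.2% and 12.9%, which are the paper's shares, and the variance shares are 49.8%, 13.2% and 9.48%.

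For IGF1R with age in LW, Table S4 of the paper has a log2 fold change of -0.046 and the value here is 0.0556. It is also positive with the authors' processed values, normexp, quantile normalization and median centring, and over the 61 fetuses, a set chosen after seeing the values, it is -0.03. For MTOR with age in LW the paper's value is 0.032 and the value here is -0.0056. The authors' processed values (0.02) and normexp (0.21) have the paper's sign, quantile normalization and median centring do not, and the 61 fetuses, chosen after seeing the values, give 0.04.

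The paper states that the breed of the sire influenced no probe. Averaged over both ages, the breed of the sire passed here for 2816 probes, with 1749 to 6274 under the alternatives. No setting run gave none for this average. The fit here lacks the sow, which the study's model has. The paper gives the effect of the sow's breed as an interaction with age. For the sire's breed, that interaction passed here for 0 probes with the main settings, as in the paper's statement. The paper states that the effect of the maternal genotype was mainly seen at day 90. Among the 26 tested probes of Table S3 the difference by the breed of the sow was larger at day 90 in 17. The study chose these probes on these fetuses, so this is not independent evidence. The numbers of these probes with an adjusted p under 0.05 were closer, 16 at day 90 and 14 at day 110. Over all probes the breed of the sow gave 2290 at day 90 and 4038 at day 110. These counts also hold alleles inherited from the sow, and litter mates count as independent, so they do not decide on the maternal effect.

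Of the 9 genes the paper gives as higher in MS at day 110, 6 had that direction. SRPX2 (-0.49), LDHA (-0.11) and IGF1R (-0.13) were lower in MS over all 63 fetuses and lower over the 61, and LDHA was higher with median centring (0.02) and with array weights (0.29). None of these differences passed over either set of fetuses. Among all tested probes of these genes, 1 of 2 SRPX2, 2 of 3 LDHA and 2 of 4 IGF1R probes were higher in MS. PPARGC1A was higher in MS without passing. GBP1, given as higher in LW, had that direction without passing. PCK1 did not pass over all 63 and passed with the authors' processed values (adjusted p = 0.00983), with array weights and over the 61 fetuses, a set chosen after seeing the values. The paper has a greater fall of TGFB2 with age in LW than in MS, and the difference here was -0.03, with the opposite sign over the 61 fetuses (0.07). For PPARGC1A the paper has a rise in MS fetuses exclusively, and here LW fetuses also rose, by 0.67 (limma adjusted p = 0.00932) over all 63 and by 0.55 (adjusted p = 0.0396) over the 61. THRB, in the gestational age model of the paper, fell in the additive model here.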

Other observations

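The tests of the slide for the breed of the sire, of the first component at day 110, of the fetuses behind the study's fold changes and of the scale of its PCA shares were chosen after the results were seen. The other tests, and the lists of marker genes, were set before their results were seen.

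Each count was compared with 100 splits of the same fetuses. For the F test, the change with age in LW and in MS, MS against LW at day 90, the breed of the sow and the breed of the sire, 1 split, the real one, gave as large a count. This argues against chance among single fetuses for these counts. MS against LW at day 110 had 3 such splits of 100, with up to 2847 probes in another split, and the interaction of the sow's breed with age had 2, with up to 978. For these 2 counts the share of splits is under 5 in 100, but single splits exceeded the real count, so chance stays possible. Splits that exchange single fetuses do not model litters. The counts of the complete, additive, gestational age and genotype models were also reached in 1 split, the real one, but the F test gave 0 probes in the other splits, so these do not test how probes were divided among the models. For the interaction of the sire's breed with age all 100 splits were as large, since its count is 0.

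The paper does not report an effect of the breed of the sire. Averaged over both ages, in a fit without the sow, the breed of the sire passed here for 2816 probes. With the slide as a block the count was 3447, so slide differences are excluded as the whole source. Variants between the breeds under single probes were weighed with other probes of the same genes. Of 573 genes with another probe, 78.4% had the same direction, with a median ratio of 0.40 of its size. Probes of 1 gene can overlap, so this does not decide. If both parents contribute alleles of their breed alike, the differences by sow and by sire would have the same sign. They did for 86.5% of the 2816 probes, against a median of 55.5% and a highest value of 95.1% with permuted sires, and 4 of 100 splits were as high. A contribution of both parents may account for these probes, but these explanations cannot be told apart, because permuted sires can reach as high a share. Litters, which held fetuses of both sire breeds, were not tested.

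The complete model is selected by BIC after an F test, and probes with additive effects and noise can fall in it. In 100 draws without an interaction, 10 had as many complete model probes as the data (408 among 37740 probes without missing values), with a lowest count of 10, a median of 68 and a highest count of 1031. Additive effects with noise are thus consistent with the size of this class, while the direct test of the interaction passed for 9 probes at an adjusted p under 0.01.

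At day 110 the first component of all tested probes held 31.0% of the variance among 31 fetuses. Its Pearson r with the share of probes well above background was -0.16 (permutation p = 0.390, Benjamini-Hochberg adjusted p = 0.584 over 3 tests), with a Spearman rho of -0.24 (permutation p = 0.190), and r was -0.19 without the 2 arrays farthest from the median. The slide accounted for 14.6% of its variance (permutation p = 0.775). Neither array quality nor slide could be shown as its source, and neither is excluded. Differences in maturity between fetuses were not tested.

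The LW fold changes of Table S4 match differences of the authors' values over 8 of the 9 LW fetuses at each age within 4.89e-06, where all 9 give differences of up to 0.503. The MS fold changes match over all MS fetuses within 4.94e-06. Fetuses 484 and 469 had the lowest array weights of the 18 LW fetuses, 0.212 and 0.395. A choice by array quality was tested over both breeds. The study's fold changes keep 3 purebred fetuses with a lower weight than fetus 469, MS fetuses 632 (0.145), 532 (0.306) and 524 (0.350), which goes against a limit on this weight. Fetus 469 has the lowest share of probes well above background of the purebred fetuses, 51.2%, but fetus 484 has 69.1%, above 18 kept fetuses. Their median local backgrounds are 49 and 47, against a median of 20, and 1 kept fetus has a higher value than both. A choice by another measure of quality cannot be excluded, and the paper gives no reason. The shares of the PCA match shares of the standard deviation over 10 components within 0.0338 percentage points.

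Among 12 lists of marker genes in 3 comparisons (36 tests over all 63 fetuses), genes of the interferon response rose with age in LW, with a median log2 change of 0.55 and 16 of 18 genes higher (camera adjusted p = 0.00147, fry adjusted p = 0.0424). In MS the median was -0.30 with 3 of 18 higher (camera adjusted p = 0.0810, fry adjusted p = 0.304), and the difference between the breeds was not tested for the list. Erythroid genes fell in MS, with a median of -2.15 and 0 of 4 higher (camera 0.00436, fry 0.00337), as did proliferation genes, with a median of -0.46 and 1 of 11 higher (camera 0.00436, fry 0.0424). Epithelial genes rose in MS, with a median of 0.35 and 6 of 8 higher (camera 0.0378, fry 0.0426), and by a median of 0.20 in LW (camera 0.0661, fry 0.0424). Macrophage genes passed in MS (camera 0.0119, fry 0.0424) with a median of -0.01 and 4 of 9 higher, so the test and the median differ. At day 110, proliferation genes were lower in MS than in LW, with a median of -0.44 (camera 0.0378), which did not hold under fry (0.112). Y-linked genes had a median of -0.25 there (camera 0.293, fry 0.0424). The lists for adrenal gland, pancreas, liver, skeletal muscle, smooth muscle and T and B cells did not pass in any comparison, with camera adjusted p from 0.178 to 0.915. GBP1 is also a gene the study picked from these arrays, and CD163 and VSIG4 of the macrophage list are others.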
